# Defining Transcriptomic Heterogeneity between Left and Right Ventricle-Derived Cardiac Fibroblasts

**DOI:** 10.3390/cells13040327

**Published:** 2024-02-10

**Authors:** Michael Bradley Dewar, Fahad Ehsan, Aliya Izumi, Hangjun Zhang, Yu-Qing Zhou, Haisam Shah, Dylan Langburt, Hamsini Suresh, Tao Wang, Alison Hacker, Boris Hinz, Jesse Gillis, Mansoor Husain, Scott Patrick Heximer

**Keywords:** cardiac fibroblast subpopulations, myofibroblast transdifferentiation, ventricular differences, RNA sequencing, pressure overload

## Abstract

Cardiac fibrosis is a key aspect of heart failure, leading to reduced ventricular compliance and impaired electrical conduction in the myocardium. Various pathophysiologic conditions can lead to fibrosis in the left ventricle (LV) and/or right ventricle (RV). Despite growing evidence to support the transcriptomic heterogeneity of cardiac fibroblasts (CFs) in healthy and diseased states, there have been no direct comparisons of CFs in the LV and RV. Given the distinct natures of the ventricles, we hypothesized that LV- and RV-derived CFs would display baseline transcriptomic differences that influence their proliferation and differentiation following injury. Bulk RNA sequencing of CFs isolated from healthy murine left and right ventricles indicated that LV-derived CFs may be further along the myofibroblast transdifferentiation trajectory than cells isolated from the RV. Single-cell RNA-sequencing analysis of the two populations confirmed that *Postn*+ CFs were more enriched in the LV, whereas *Igfbp3*+ CFs were enriched in the RV at baseline. Notably, following pressure overload injury, the LV developed a larger subpopulation of pro-fibrotic *Thbs4*+/*Cthrc1*+ injury-induced CFs, while the RV showed a unique expansion of two less-well-characterized CF subpopulations (*Igfbp3*+ and *Inmt*+). These findings demonstrate that LV- and RV-derived CFs display baseline subpopulation differences that may dictate their diverging responses to pressure overload injury. Further study of these subpopulations will elucidate their role in the development of fibrosis and inform on whether LV and RV fibrosis require distinct treatments.

## 1. Introduction

Cardiac fibrosis, characterized by chronic and excessive deposition of extracellular matrix (ECM) throughout the heart, is a major risk factor for the development of heart failure. This phenomenon occurs primarily through the actions of resident cardiac fibroblasts (CFs), which become activated following cardiac injury and upregulate the secretion of ECM and other pro-fibrotic proteins [1]. Different pathophysiologic stimuli can trigger CF activation in the left ventricle (LV) and/or right ventricle (RV), creating distinct patterns of fibrosis throughout the myocardium [2].

Given the central role of CFs in the development of fibrosis and the impact of fibrosis on disease prognoses, CF characterization has become a focal point of cardiovascular research. Specifically, recent work has highlighted the extensive heterogeneity within CFs that was previously unappreciated. CFs isolated from the atria versus ventricles, and the left versus right atria, differ in fibrosis-related pathways such as proliferation rate, collagen production, and how effectively collagen production can be inhibited [3,4]. Single-cell RNA sequencing (scRNA-seq) has been particularly influential, revealing numerous CF subpopulations within healthy and diseased states. Farbehi et al. performed unbiased clustering of cardiac interstitial cells and identified eight distinct subpopulations at days 3 and 7 post-myocardial infarction (MI) [5]. These findings were extended by Ruiz-Villalba et al., who identified one of ten CF clusters (*Cthrc1*+ CFs) as critical for maintaining myocardial integrity after MI [6]. Lastly, MacLennan et al. reported eight distinct subpopulations and highlighted transcriptomic differences in CFs exposed to Angiotensin II infusion versus MI-induced cardiac injury [7]. 

Despite the previous reports of transcriptomic heterogeneity within CFs, no studies have directly compared CF heterogeneity in the LV versus RV. The two ventricles are distinct in many aspects, offering numerous sources of potential CF heterogeneity. During cardiogenesis, the LV originates from the first heart field, whereas the RV is derived from the secondary heart field [8]. The LV also experiences a higher-pressure environment as the systemic pump compared with the RV, which encounters lower pressures as the pulmonary pump. Anatomical differences further distinguish the two, with variations in their shape, size, orientation and number of muscle fibers, and resistance to ischemia [9]. Based on the distinct nature of the ventricles, we hypothesized that LV- and RV-derived CFs display transcriptomic heterogeneity that influences their proliferation and differentiation following cardiac injury.

Herein, we present RNA sequencing data from murine LV- and RV-derived CFs, highlighting gene expression and subpopulation differences. The top differentially expressed genes between these CFs showed strong co-expression that was conserved across mammals, including humans. We further identified two subpopulations, marked by *Igfbp3* and *Postn*, which vary in abundance across the uninjured ventricles. Additional chamber-specific differences in *Thbs4*+ and *Inmt*+ CF subpopulations were revealed following pressure overload injury. Finally, we report on sex-specific differences between LV- and RV-derived CFs in both the uninjured heart and pressure overload conditions. Collectively, these findings will inform on how inherent differences in LV- and RV-derived CFs affect the fibrotic response mounted by each ventricle following cardiac injury.

## 2. Methods

### 2.1. Mice

All animal work was conducted under the guidelines established by the Canadian Council on Animal Care (CCAC). All Experimental protocols were approved by the Institutional Animal Care and Use Committee at the University of Toronto and conducted in accordance with Canadian animal protection laws. Animals were housed in a pathogen-free environment at the University of Toronto’s Division of Comparative Medicine Animal Facility and had ad libitum access to water and standard rodent chow. All experiments were performed with *Col1a1-GFP* reporter mice, which have previously been described in depth [10].

### 2.2. Transverse Aortic Constriction and Pulmonary Artery Banding

Mice placed under isoflurane (2–3%) anesthesia were intubated and ventilated with the Hallowell mouse mini ventilator. In a sterile surgical environment, chest and abdominal hair were shaved and the underlying skin was wiped with chlorhexidine alcohol. For transverse aortic constriction (TAC), the thorax was opened by parasternal thoracotomy. Pulmonary artery banding (PAB) was performed using intercostal access to the thorax. The transverse aorta or pulmonary artery was dissected and separated from the adjacent structures before ligation with 6-0 silk. Ligation was performed by placing a 25–27-gauge needle on the artery for optimum constriction. The needle was quickly removed to keep the constricted artery patent. Before closing the chest, positive air pressure was supplied to the chest cavity to ensure the lungs remained inflated. The wound was then closed in layers by using 5-0 Prolene sutures. Animals undergoing sham surgery experienced the same procedure without artery constriction. To validate post-injury fibrosis, hearts were fixed with 4% paraformaldehyde and 5 um sections were obtained and stained with picrosirius red. Slides were imaged on an AxioImager 2 (Zeiss, Oberkochen, Baden-Württemberg, Germany). Body temperature was maintained using a heating pad.

### 2.3. Echocardiography

For all cardiac imaging of the studied mice, a high-frequency ultrasound imaging system (Vevo3100, FUJIFILM VisualSonics, Toronto, ON, Canada) with a 30 MHz transducer was used. Mice were placed under isoflurane anesthesia (induced at 3%, then maintained at 1.5%), then positioned supine with four paws taped to electrodes on a prewarmed platform for electrocardiogram (ECG) recording and heart rate monitoring. Mouse body temperature was monitored by a rectal thermometer and maintained around 37 °C. Chest and abdominal hair were removed using Nair hair-removal cream.

For analysis of TAC injury, the longitudinal section of the aortic arch was visualized from a right parasternal view as described previously [11]. The location of constriction was identified in 2D imaging and the stenotic flow jet was visualized by Doppler color flow mapping. Pulsed Doppler was used to record the flow velocity spectrum of the stenotic jet with a large sample volume located slightly distal to the site of constriction. The peak velocity and maximum pressure gradient were measured. In mice with sham surgery, Doppler color flow mapping indicated the location of the highest velocity in the lumen of the aortic arch. The pulsed Doppler sample volume was located to detect the highest velocity, usually close to the outer curvature at the level between the innominate artery and the left common carotid artery. For the left ventricular systolic function, the velocity and diameter of the aortic annulus were measured for calculating LV stroke volume and cardiac output. The left ventricle was also visualized along its long axis view and M-mode recordings made from its middle segment for measuring the anterior and posterior wall thicknesses and chamber dimensions. The fractional shortening and ejection fractions were calculated as described previously [12].

For PAB injury analysis, we followed a comprehensive imaging protocol that was recently established [13]. At first, the longitudinal sections from the right ventricular outflow tract to the main pulmonary artery were achieved through the left parasternal window for evaluating vessel dimensions and flow dynamics. In mice with PAB, B-mode imaging and Doppler color flow mapping were used to locate the site of constriction and the resultant stenotic flow jet. The pulsed Doppler sample volume was placed slightly distal to the site of constriction to record the stenotic flow jet during systole. The peak velocity (V_max_) of the stenotic jet was measured to calculate the maximal pressure gradient using a simplified Bernoulli equation: maximal pressure gradient (mmHg) = 4(V_max_)^2^. Then, the diameter of the pulmonary orifice at peak systole and the Doppler blood flow velocity spectrum at the same level were measured for calculating the right ventricular stroke volume and cardiac output. For evaluating the right ventricular remodeling, the right ventricular free wall thickness, inflow tract chamber dimension, and their dynamic change throughout the cardiac cycle were measured using anatomical M-mode recording from a left parasternal imaging window as previously described in detail [14].

### 2.4. Fibroblast Isolations

Following heart excision, the atria and atrioventricular valves were surgically removed. We then dissected the left and right ventricle free walls and washed the tissue in chilled DPBS. The remaining septal tissue was discarded. LV and RV tissue samples were then minced and digested in a solution of 2 mg/mL Collagenase type II (Cat#: LS004176, Worthington, Columbus, OH, USA) and 2 mg/mL Dispase II (Cat#: D4693, Sigma, St. Louis, MO, USA) at 37 °C for 45 min. Trituration was performed with a 10 mL serological pipette at the 15 and 30 min marks and with a 1 mL pipette at the 45 min mark. Samples were then filtered through 70 µm strainers into 30 mL of chilled DPBS, split into two 15 mL Eppendorf tubes, and centrifuged for 7 min at 500× *g*. After decanting, pellets were resuspended in 100 µL of Hank’s Balanced Salt Solution (HBSS) containing 2% FBS and incubated with CD31 and CD45 magnetic beads for 15 min. Endothelial (CD31+) and hematopoietic cells (CD45+) were subsequently removed using the AutoMacs instrument (Miltenyi Biotec, Bergisch Gladbach, North Rhine-Westphalia, Germany). The remaining cells were stained with DAPI, and live CFs (GFP^+^, DAPI^Neg^) were sorted on the Aria IIu (BD Biosciences, Franklin, NJ, USA) into HBSS containing 2% FBS for subsequent RNA isolation or preparation for scRNA-seq.

### 2.5. Bulk RNA Sequencing

RNA was isolated using the commercially available RNeasy mini kit (Cat#: 74004 Qiagen, Hilden, North Rhine-Westphalia, Germany) and RNase-Free DNase Set (Cat#: 79254, Qiagen, Hilden, North Rhine-Westphalia, Germany). Bulk RNA sequencing was performed at the Princess Margaret Genomics Centre using the Illumina NovaSeq6000 instrument, generating approximately 40 million paired-end reads per sample. Adaptor sequences were removed using cutadapt [15]. Reads were aligned using the pseudo alignment method from Kallisto [16]. The transcriptome used for pseudo alignment was obtained from the mouse genome build GRCm38 from ENSEMBL. Subsequent analyses were performed using R Statistical Software (v3.6.1 or v4.3.2) [17]. Transcript abundances were imported into R from Kallisto output files using Tximport [18]. The Limma package was used to quantify RNA counts and calculate technical and biological variability [19]. These were then used to generate test statistics based on a linear model, where the injury group was corrected against the intercept. Batch effects were present from the date of sample preparation and gene body coverage, both of which were incorporated into the differential expression model. Batch effects were removed from the normalized transcripts per million (TPM) data with the removeBatchEffects function in Limma before being used as input for batch-corrected heatmaps and PCA plots. Volcano plots were created using EnhancedVolcano [20].

### 2.6. Gene Set Enrichment Analysis

Full gene lists from differential gene expression testing were pre-ranked by beta value and used as input for gene set enrichment analysis (GSEA) through clusterProfiler [21], analyzing against Gene Ontology (GO) terms [22,23]. GSEA was run with a gene set size range minimum of 10 and maximum of 800, a *p*-value cutoff of 0.05, and a *p*-value adjustment using the Benjamini–Hochberg method. Results were then filtered by adjusted *p*-value (Padj < 10^−6^) to identify gene sets fit for further study. Dotplots of enriched gene sets were created using clusterProfiler.

### 2.7. Single-Cell RNA Sequencing

FACS-isolated CFs were manually counted using a hemocytometer before single-cell library preparation using the 10x Genomics Chromium system. Library preparation and sequencing were performed at The Centre for Applied Genomics at the Peter Gilgan Centre for Research and Learning. Approximately 10,000 cells were loaded onto the 10× Genomics Chromium Controller instrument to generate single-cell gel beads in emulsion (GEMs) using the Chromium Single Cell 3′ Reagent Kits v3 kit (part -1000092, 10× Genomics, Pleasanton, CA, USA) following the manufacturer’s instructions. Briefly, barcoded full-length cDNA is first produced from poly-adenylated mRNA. cDNA is then fragmented and made into Illumina-ready libraries. The final libraries contain a 10× barcode, UMI, sample index, and Illumina P5 and P7 sequences. The size, quality, and concentration of the cDNA and corresponding 10× library were evaluated by the Agilent 2100 Bioanalyzer system and quantified using the Kapa Library Quantification Illumina/ABI Prism Kit protocol (KAPA Biosystems, Wilmington, MA, USA). Libraries were sequenced on the Illumina NovaSeq6000 instrument on the S4 flowcell using a 29 + 8 + 101 sequencing configuration to generate 500 M reads of data per sample.

### 2.8. Analysis of scRNA Sequencing

Raw scRNA-seq data were processed using the 10x Genomics Cell Ranger 6.0.0 software. This pipeline converted Illumina basecall files to fastq format, aligned sequencing reads to the mm10 transcriptome, and quantified the transcript expression in each cell. Cells that passed Cell Rangers quality control measures were subsequently analyzed in R Statistical Software (v3.6.1 and v4.3.2) using the Seurat v4 package [18,24]. For comparison of the LV and RV in the uninjured heart, the sex identity of cells was defined based on their expression of various X- (*Xist*) and Y-linked (*Ddx3y*, *Eif2s3y*, *Gm29650*, *Kdm5d*, and *Uty*) genes. A cell with non-zero expression of Xist and zero expression of our Y chromosome genes was classified as a female cell, whereas a cell expressing one or more of the five Y chromosome genes along with zero expression of Xist was classified as a male cell. Cells that did not meet either of these criteria were treated as having an ambiguous sex identity and removed from the data.

Dimensionality reduction using principal component analysis (PCA) was performed to explore transcriptional heterogeneity. Using heuristics outlined in vignettes for the Seurat software (https://satijalab.org/seurat/vignettes.html, accessed on 5 May 2020), we identified 30 PCs that explained more variability than expected by chance. These PCs were used as input for Seurat’s graph-based clustering program (clustering resolution = 0.5) as well as for Uniform Manifold Approximation and Projection (UMAP) for two-dimensional visualization of cells and clusters. Clusters that displayed gene expression signatures indicative of a non-fibroblast cell type were removed.

We further removed any CFs believed to be derived from the cardiac valves. Since the valves were surgically removed during dissection, this CF subpopulation could not be compared across samples in an unbiased manner. It has previously been reported that CFs expressing *Wif1* localize to the cardiac valves and their adjacent hinge regions [25]. Therefore, we removed cells with counts for *Wif1* > 0.0 from the dataset. We then normalized cell number by randomly selecting cells from each sample, and repeated the above steps for variable gene detection, dimensionality reduction, and clustering. This number corresponded to the number of cells present in the sample with the fewest cells. Outputs from the data normalized to cell number were used for downstream analyses.

### 2.9. Differential Gene Expression Analysis

To calculate differentially expressed genes, we first identified genes that were expressed in at least 10% of cells within at least one cluster and that had a minimum log_2_fold-change of 0.25. *p*-values were determined using the Wilcoxon Rank Sum test implemented through the Seurat FindAllMarkers program. Genes with a Bonferroni-adjusted *p*-value lower than 1 × 10^5^ were defined as differentially expressed.

### 2.10. RNA Velocity and Latent Time Analyses

RNA velocity was examined using Velocyto (v0.17.17) to count spliced and unspliced reads, and scVelo (v0.2.4) was used to compute velocity [26,27]. scVelo was run using the arguments min_shared_counts = 20 and n_top_genes = 2000 for the filter_and_normalize() function, and analyses were carried out using 30 principal components. Velocity and latent time were then calculated using the dynamical model. Cell #2000, which belongs to our Sca1-L cluster, was chosen as the trajectory root. This decision was made based on previous trajectory analyses that place Sca1-L CFs near the origin of the trajectory as well as a decline in Sca1-L CF abundance following MI, which suggests they may differentiate into injury-induced CFs [5].

### 2.11. EGAD Analysis

Meta-analytic bulk co-expression networks for 11 mammals (human, chimpanzee, crab-eating macaque, mouse, rat, rabbit, cow, sheep, goat, dog, and horse) were downloaded from CoCoCoNet [28]. Briefly, for each species, we downloaded RNA-seq datasets with 10 or more samples from SRAdb, totaling hundreds to thousands of samples per species. Co-expression networks for individual datasets were constructed by calculating the Spearman correlation between all gene pairs, followed by ranking the correlation coefficients, with NAs assigned the median rank. Meta-analytic networks for each species are built by aggregating the rank-standardized networks generated from individual datasets.

We evaluated the connectivity of our gene sets in co-expression networks using the run_neighbor_voting function from the EGAD R package [29]. The neighbor-voting algorithm measures the performance of a network in predicting connectivity within gene sets and reports the results as an area under the receiver operator characteristic curve (AUROC). An AUROC of 0.5 indicates random connectivity of genes, while an AUROC close to 1 indicates that genes in our gene set are strongly connected in the co-expression network. AUROC values above 0.8 are generally considered to reflect very high levels of co-expression.

## 3. Results

### 3.1. LV- and RV-Derived CFs Show Distinct Transcriptomic Signatures

We performed bulk RNA-seq of CFs isolated from the LV and RV of healthy 12–16-week-old male *Col1a1-GFP* mice (Figure 1A) [10]. Analysis with the limma R package identified 422 differentially expressed genes between LV- and RV-derived CFs (Figure 1B,C). Among the top hits by *p*-value are numerous fibrosis-related genes, including *Igfbp3*, *Ccl11*, *Vit*, and *Inmt* elevated in the RV and *Col8a1*, *Ctgf*, *Aspn*, and *Postn* elevated in the LV (Figure 1B). Gene set enrichment analysis (GSEA) showed that 83 gene sets were significantly different between ventricles. LV-enriched gene sets were implicated in protein production and mitosis, while those enriched in the RV were related to olfactory signaling and synaptic processes (Figure 1D). These results indicate that LV-derived CFs may be more primed for myofibroblast activation compared with their RV counterparts.

### 3.2. EGAD Analysis Identifies Strong Co-Expression between Genes Differentially Expressed by LV- and RV-Derived CFs

To determine whether the genes identified above are broadly co-expressed (i.e., across various treatments, conditions, etc.), we conducted an Extending ′Guilt-by-Association′ by Degree (EGAD) analysis. This method can predict how strongly a set of genes is co-expressed in a gene co-expression network and reports the results as an area under the receiver operating characteristic curve (AUROC) [29]. An AUROC of 0.5 indicates random connectivity of genes, while an AUROC of 1 indicates perfect co-expression. We initially performed EGAD analysis with a ventricle-specific approach, testing the top 25 upregulated genes in the LV and RV separately. While clusters of co-expressed genes appeared, the full sets of 25 genes did not display strong co-expression. We then selected the clusters of co-expressed genes from both the top LV and top RV sets and combined them to make a third set of 21 genes, representing the top upregulated hits from both ventricles. EGAD analysis of these genes returned an AUROC of 0.971, indicating very strong co-expression of our gene set (Figure 1E). We next studied whether this co-expression was conserved across species using transcriptomic data from various mammals, including humans, chimpanzees, pigs, and crab-eating macaques. The analysis showed strong co-expression across all species tested, including humans with an AUROC of 0.885 (Figure 1F). These findings suggest that the genes differentially expressed by LV- and RV-derived CFs share common regulatory elements, such as transcription factors or epigenetic signatures, and that these ventricle-specific differences are conserved throughout mammalian evolution.

### 3.3. Single-Cell RNA-Seq Reveals Ventricle-Specific Differences between CF Subpopulations in the Uninjured Heart

Given the transcriptomic differences seen through bulk RNA-seq, we sought to explore whether compositional changes in CF subpopulations were driving these differences. 

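CFs of the LV and of the RV of uninjured mice were sequenced as 1 droplet library per ventricle (10x Genomics), each from the pooled cells of 4 mice of both sexes. The authors deposited raw counts of unique molecular identifiers (UMIs, each standing for 1 captured mRNA molecule) per gene and barcode, as counted by Cell Ranger for the barcodes it called cells, without normalization. The LV library held 100312762 UMIs (median 13258 per barcode) and the RV library 99025004 (median 12047 per barcode). From there, barcodes with at least 1000 genes and at most 10% mitochondrial UMIs were kept. Clusters whose top genes were markers of other cell types were taken out, and then every cell with a *Wif1* UMI. The remaining CFs had a median of 13777 UMIs in the LV and of 12537.5 in the RV. Doublets were not removed, because Scrublet's own threshold called 0 cells in both libraries; removal by score was run as an alternative. Equal numbers of CFs per ventricle and sex were drawn at random and their counts were scaled to 10000 per cell and logged. They were clustered with Seurat on 2000 variable genes and 30 principal components at resolution 0.5, without integration. The authors' labels of single cells are not in the files. Each cluster was therefore named by the list of 15 markers that shared most with its 10 genes of highest fold change. These lists are the paper's (Table S2), apart from those of *Wif1* and cycling CFs, which were set for the re-analysis. A class named in this way is called *Postn*-like, for example. Differences from the paper's clusters may come from these rebuilt names. With 1 library per ventricle there are no replicates and no test between ventricles was made. The exact Clopper-Pearson 95% intervals given with shares cover counting error only, not the variation between mice. Gene positions are those of GRCm38 (mm10) in the GENCODE M21 annotation.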

To acquire the high-resolution data necessary to answer this question, we performed scRNA-seq on CFs isolated from the LV and RV of uninjured male and female mice (*n* = 4 per ventricle). 

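Of 7639 barcodes in the uninjured LV library, 6726 passed the filter on genes and mitochondrial UMIs, and of 8251 in the RV library 7344 passed. Fewer than 1000 genes were seen in 698 LV and 697 RV barcodes, and more than 10% mitochondrial UMIs in 340 and 286. The paper's text does not name its thresholds. With at least 500 genes and at most 20% mitochondrial UMIs, 7126 LV and 7742 RV barcodes were left. The paper's counts after its own filter are 6548 for the LV and 7207 for the RV.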

Transcriptional profiles for 13,755 cells were captured after applying quality control filters (LV, 6548; RV, 7207). Contaminating cell types were then removed, and remaining cells were given female or male identity based on the expression of various X- (*Xist*) and Y-linked (*Ddx3y*, *Eif2s3y*, *Gm29650*, *Kdm5d*, and *Uty*) genes, respectively. 

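Other cell types made up 208 cells of the LV library (3.09%) and 239 of the RV library (3.25%) after the quality filter, and 302 LV and 127 RV cells were removed for a *Wif1* UMI. The genes of the sex rule are *Xist* (ENSMUSG00000086503, chromosome X, 103460366 to 103483254), a long noncoding RNA, and the Y-linked *Ddx3y* (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629), *Eif2s3y* (ENSMUSG00000069049, chromosome Y, 1010543 to 1028847), *Gm29650* (ENSMUSG00000099876, chromosome Y, 1048393 to 1049134), *Kdm5d* (ENSMUSG00000056673, chromosome Y, 897788 to 956786) and *Uty* (ENSMUSG00000068457, chromosome Y, 1096861 to 1245759), of which *Gm29650* is a long noncoding RNA and the others are protein-coding. Of 6216 LV CFs, 3553 were called female, 2060 male and 603 (9.70%, 95% interval 8.98 to 10.5) ambiguous. Of 6978 RV CFs, 2994 were called female, 3071 male and 913 (13.1%, 12.3 to 13.9) ambiguous. Ambiguous cells had either no UMI of any of these genes (338 in the LV, 537 in the RV) or UMIs of both kinds (265 and 376). The cells with both kinds had a median of 19258 UMIs in the LV and 18741.5 in the RV, against 13777 and 12524 in cells with a call. *Xist* (59531 UMIs in the LV CFs, 47472 in the RV CFs) and *Ddx3y* (4017 and 6273) gave most of the counts behind the calls, and *Gm29650* the fewest (21 and 38).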

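The smallest of the 4 groups of called cells, LV male, set the number of CFs drawn at random from each group, which gave 4120 CFs per ventricle and 8240 in all. A second random draw was clustered as an alternative.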

The data were downsampled to ensure that all groups (LV female, LV male, RV female, and RV male) contained the same number of cells, resulting in 2032 cells per group and 8128 cells total. CFs with distinct transcriptional states were identified by unbiased clustering using the Seurat R package and visualized using Uniform Manifold Approximation and Projection (UMAP) dimensionality reduction plots.

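The drawn uninjured CFs fell into 11 clusters at resolution 0.5. Of these, 2 matched the marker list of Sca1-H CFs, and 6 each matched 1 other list. A cluster of 42 cells (22 LV, 20 RV) shared no top gene with any list and was left unnamed, and a cluster of 11 cells (7 LV, 4 RV) was named by cell cycle genes. A cluster of 92 cells (78 LV, 14 RV) was named by the *Wif1* list although cells with a *Wif1* UMI had been removed, and its top genes included *Comp*, *Fmod* and *Thbs4*.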

Our analysis identified eight CF subpopulations within the uninjured ventricles (Figure 2A), many of which reflect clusters first identified by Farbehi et al. [5]. 

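In the uninjured libraries, the cluster named by the list of male-dominant Sca1-low CFs held 2212 of the drawn cells and the cluster named by the female-dominant list 1769. Cells called male made up 1914 of the former (46.5% of the drawn male cells, against 7.23% of the female cells). Cells called female made up 1613 of the latter (39.2% of the female cells, against 3.79% of the male cells). The male-dominant list holds *Ddx3y* and the female-dominant list *Xist*, genes that also set the sex calls. Neither was kept out of the clustering, so this match is in part built in and is no test of the clusters. Sca1 protein is encoded by *Ly6a* (ENSMUSG00000075602, chromosome 15, 74994877 to 74998031). The mean of *Ly6a* in these clusters, over the mean in all other CFs of the library, was 0.431 ± 0.0360 (SD, n = 2 libraries) in the male-dominant and 0.405 ± 0.0679 in the female-dominant cluster. Their shares of the LV and the RV were 26.8% (95% interval 25.4 to 28.2) and 26.9% (25.6 to 28.3) for the male-dominant cluster, and 22.3% (21.0 to 23.6) and 20.7% (19.5 to 21.9) for the female-dominant cluster.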

The two largest clusters represent male- and female-dominant subpopulations of *Sca1*-low cells (*Sca1*-LM and *Sca1*-LF, respectively), defined by low *Sca1* expression (Figure 2C,D). 

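The clusters of 1567 and 415 uninjured CFs named by the Sca1-H list had *Ly6a* at 2.96 ± 0.0195 times (SD, n = 2 libraries) the mean of the other CFs, with 1 per 10000 added to both sides. Together they made up 905 LV CFs (22.0%, 95% interval 20.7 to 23.3) and 1077 RV CFs (26.1%, 24.8 to 27.5). Table S2 lists no genes for Sca1-T CFs, so no cluster could be named by them.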

CFs with intermediate (*Sca1*-T) and high (*Sca1*-H) *Sca1* expression appeared as smaller clusters, capturing the spectrum of *Sca1*-expressing CFs that has been consistently reported in the literature [5,6,7]. *Postn*-expressing (*Postn*+) and interferon-stimulated (IFNS) CFs were also present in our data, corresponding to the F-Act and IFNS subpopulations reported by Farbehi et al. Finally, we identified three CF subpopulations that were previously undescribed, marked by the expression of *Igfbp3* (*Igfbp3*+), *Mfap4* (*Mfap4*+), and *Gdf15* (*Gdf15*+). 

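Interferon-stimulated CFs were named in 89 LV cells (2.16%, 95% interval 1.74 to 2.65) and 93 RV cells (2.26%, 1.83 to 2.76). *Mfap4*-like CFs numbered 301 in the LV (7.31%, 6.53 to 8.14) and 313 in the RV (7.60%, 6.81 to 8.45). In them *Mfap4* (ENSMUSG00000042436, chromosome 11, 61485431 to 61488900) was 6.30 ± 0.575 times (SD, n = 2 libraries) as high as in the other CFs, with 1 per 10000 added to both sides (7.27-fold in pooled UMIs, with nothing added). *Postn*, in *Postn*-like CFs, was 6.96 ± 0.387 times as high (19.4-fold pooled) and *Igfbp3*, in *Igfbp3*-like CFs, 8.36 ± 2.59 times (29.0-fold pooled). These genes head the lists that named the clusters, so the folds describe the clusters and are no test of them. No cluster matched the *Gdf15* list. *Gdf15* (ENSMUSG00000038508, chromosome 8, 70629393 to 70632456) had 1346 UMIs in the LV CFs and 1388 in the RV CFs. Among the drawn CFs, the male-dominant Sca1-L cluster held it at 26.5 CPM (770 UMIs) against 11.3 in the others, 2.36-fold.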

Our analysis of the data published by Farbehi et al. shows that CFs with transcriptional signatures similar to these subpopulations exist as subsets of the F-Act and F-Trans clusters. The top differentially expressed genes for these clusters show mixed pro- and anti-fibrotic roles, and GSEA comparisons with other clusters did not reveal any patterns with regard to their function.

While all eight subpopulations were identified in the LV and RV, *Postn*+ and *Igfbp3*+ CFs display ventricle-specific differences. 

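For 3 other uninjured classes, the log2 ratio of the LV over the RV share was -0.06 (95% interval -0.28 to 0.16) for *Mfap4*-like, -0.06 (-0.48 to 0.35) for interferon-stimulated and -0.25 (-0.36 to -0.14) for Sca1-H-like CFs. The intervals of the first 2 include 0. The cluster named by the *Wif1* list did differ, with 78 of 4120 LV (1.89%, 1.50 to 2.36) and 14 of 4120 RV cells (0.340%, 0.186 to 0.569). All these intervals are of counting error, with 1 library per ventricle.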

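*Postn* (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) encodes periostin and *Igfbp3* (ENSMUSG00000020427, chromosome 11, 7206086 to 7213923) a binding protein of insulin-like growth factors. In the uninjured libraries 572 of 4120 LV CFs (13.9%, 95% interval 12.8 to 15.0) and 183 of 4120 RV CFs (4.44%, 3.83 to 5.12) were *Postn*-like, a log2 ratio of 1.64 (1.41 to 1.88). *Igfbp3*-like CFs numbered 126 in the LV (3.06%, 2.55 to 3.63) and 455 in the RV (11.0%, 10.1 to 12.0), a log2 ratio of -1.85 (-2.13 to -1.57). Both ratios went the same way among female cells (1.95 and -1.61) and among male cells (1.30 and -2.35), which come from the same 2 libraries and are no replicates of each other. Of 13 alternatives, 8 moved the *Postn*-like ratio out of its interval, a second random draw among them, so the interval does not cover a redraw. They ran from 0.18 to 1.86, and clustering at resolution 0.3 moved the ratio most, to 0.18. Over all CFs, *Postn* mRNA stood at 286 CPM (UMIs of the gene as parts per 1e6 of all UMIs) in the LV (25661 UMIs) and 80.7 in the RV (7389 UMIs), a log2 ratio of 1.81 with 1 CPM added to both sides. *Igfbp3* stood at 55.6 (4980 UMIs) and 190 (17369 UMIs), a log2 ratio of -1.75. These sums over all CFs were not balanced by sex. Within cells called female and male, the ratios were 2.26 and 1.15 for *Postn*, and -1.64 and -2.27 for *Igfbp3*. From the abundance of these subpopulations in each ventricle, the paper concludes that the composition of CFs differs between the uninjured LV and RV. 

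**Figure D1:**
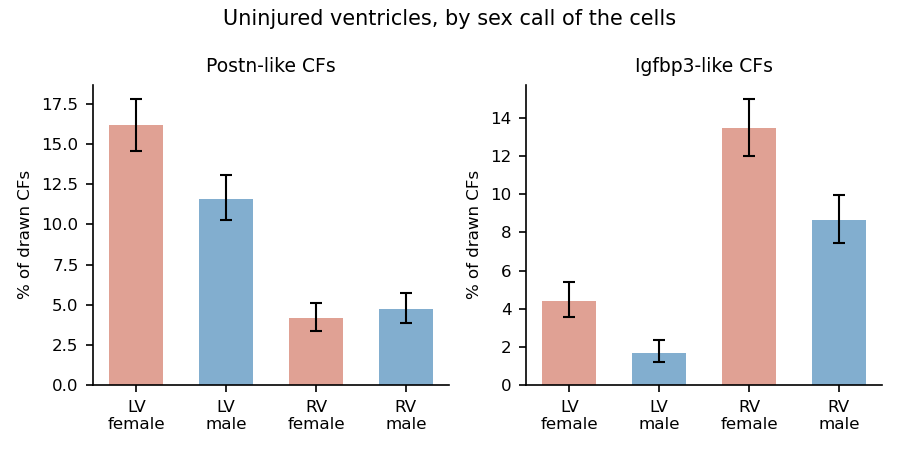
Shares of *Postn*-like and *Igfbp3*-like CFs, in percent of the 2060 CFs drawn per group, in female and male cells of the uninjured LV and RV libraries; bars are shares and error bars exact 95% binomial intervals. *Postn*-like shares lie at 16.2% and 11.6% in the LV against 4.17% and 4.71% in the RV, and *Igfbp3*-like shares at 4.42% and 1.70% against 13.4% and 8.64%.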

*Postn*+ CFs are more abundant in the LV (478 cells vs. RV: 280 cells), whereas *Igfbp3*+ CFs are more abundant in the RV (415 cells vs. LV: 234 cells) (Figure 2B). Comparisons with Farbehi et al. and other published datasets suggest that *Postn+* CFs are pro-fibrotic and primed for differentiation into injury-induced CFs. In contrast, there is little information regarding *Igfbp3*+ CFs and their role in health and disease, though a literature review points to a mixed pro- and anti-fibrotic phenotype. These findings are consistent with our bulk RNA-seq data that imply a stronger fibrotic response in the LV following cardiac injury.

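For the uninjured single-cell libraries, counts were summed over all CFs of a ventricle. These CFs were not balanced by sex, with 3553 called female and 2060 male in the LV, against 2994 and 3071 in the RV. A part of a ratio may therefore come from sex. The sums were compared, without a test, with the genes of the paper's bulk comparison (Table S1). Of its 440 rows, 426 matched a gene in the files. Of the genes listed as higher in the LV, 213 had at least 100 UMIs, and 206 of them (96.7%) were higher in the LV library, with a median log2 ratio of 0.33. Of those listed as higher in the RV, 159 of 182 (87.4%) were higher in the RV library, with a median of -0.36. By a rule of size set beforehand (a log2 ratio of at least 1 either way and at least 500 UMIs), 49 of 10874 genes differed, 33 higher in the LV and 16 in the RV. The count ranged from 31 (drawn cells only, which are fewer and balanced by sex) to 71 (*Wif1* cells kept). In the sham libraries of the surgery experiment, 47 of the 49 had the same sign in the male and in the female pair. The highest LV over RV log2 ratios were 3.41 for *Spp1* (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050), 2.84 for *1500015O10Rik* (ENSMUSG00000026051, chromosome 1, 43730602 to 43742578) and 2.71 for *Tnmd* (ENSMUSG00000031250, chromosome X, 133850980 to 133865577), of which the RV library held 47, 911 and 15 UMIs. Sizes and order depend on the 1 CPM added to both sides: with a pseudocount of 0.1 CPM, the uninjured LV over RV log2 ratio was 4.63 for *Spp1*, 2.95 for *1500015O10Rik* and 4.67 for *Tnmd*. After *Igfbp3*, the lowest were -1.67 for *Ccl11* (ENSMUSG00000020676, chromosome 11, 82057823 to 82062955) and -1.56 for *Fst* (ENSMUSG00000021765, chromosome 13, 114452290 to 114458951). *Thbs4* (ENSMUSG00000021702, chromosome 13, 92751590 to 92794818) had a log2 ratio of 2.67 (5743 LV and 846 RV UMIs). *1500015O10Rik* and *Tnmd* belong to the *Wif1* list, and *Thbs4* was a top gene of the uninjured cluster it named. Before cells with a *Wif1* UMI were removed, the cluster named by this list also held cells without one. These stayed in the sums, 160 in the LV and 62 in the RV. The paper holds that dissection may drive the abundance of such cells. The ratios of these genes may thus reflect dissection in part, which was not tested.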

### 3.4. Single-Cell RNA-Seq Reveals Ventricle-Specific Differences between CF Subpopulations in the Pressure-Overloaded Heart

The baseline differences in LV and RV CF subpopulations, and their relevance to the fibrotic response, prompted further investigation into ventricle-specific CF heterogeneity following injury. 

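Male and female mice underwent TAC, PAB or the matching sham operation, and CFs were collected on day 14 from the LV after TAC and its sham and from the RV after PAB and its sham. Each of these 4 conditions has 1 male and 1 female library, each from the pooled cells of 3 mice, so that n = 2 libraries per condition and 8 in all. The authors prepared and sequenced the sexes separately, so sex and preparation batch cannot be told apart in these libraries. The LV comes only from mice with TAC or its sham, and the RV only from mice with PAB or its sham. Ventricle and kind of operation therefore cannot be told apart in them either. The male and the female library of a condition are taken as its replicates, with a term for sex in every fit. The deposited values are raw UMI counts per gene and cell, as for the uninjured libraries. The libraries held between 54794011 (TAC sham, male) and 126722445 UMIs (TAC sham, female), and between 11579 (PAB sham, male) and 19440 (TAC, male) per barcode as a median. After the same filters, the median per CF ranged from 11841 (PAB sham, male) to 19931 (TAC, male). Scrublet's threshold called at most 2 cells of a library, and no doublets were removed. The male and the female cells were integrated as 2 batches by Seurat's reciprocal PCA, a method named in the title of the sheet in Table S3 and not in the text. Clusters were named by the lists of Table S3 in the same way as before. For each class, the number of cells per library was compared by edgeR's two-sided quasi-likelihood test on all 8 libraries, with the number of CFs drawn as library size and Benjamini-Hochberg adjustment over the 12 classes of a contrast. For genes, counts were summed over all CFs of a library and tested by the same tool with TMM normalization, adjusted over the 15595 genes that passed its filter. The paper's tests concern single cells of clusters; here libraries are the samples.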

We compared LV- and RV-derived CFs under pressure overload conditions using transverse aortic constriction (TAC) and pulmonary artery banding (PAB) as injury models for the LV and RV, respectively. After two weeks of stimulus, CFs were harvested and used for scRNA-seq (n = 3 per sample), with male and female samples prepared and sequenced separately. Echocardiography was performed to assess cardiac function and ensure that mice with TAC and PAB had comparable extents of injury (Supplementary Figure S1A,B). 

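The 8 surgery libraries held 46061 barcodes, from 2939 (TAC sham, male) to 8415 (PAB sham, male). Of these, 44518 had at least 1000 genes and at most 10% mitochondrial UMIs. With at least 500 genes and at most 20% mitochondrial UMIs, 45189 were left.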

After quality control, aggregated data captured the transcriptional profiles of 43,938 cells. 

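Clusters of other cell types (Schwann, pericyte, smooth muscle, cardiomyocyte and epicardial cells) held between 1.59% (TAC sham, male) and 9.10% (PAB, male) of the cells of a surgery library. These 1704 cells and 1204 cells with a *Wif1* UMI were taken out, and 41610 CFs were left. The male TAC sham library had the fewest, 2630, and as many were drawn from each library, 21040 in all.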

Removal of contaminating cell types and subsequent downsampling resulted in 2582 cells per group and 20,656 cells in total.

Unbiased clustering using the *Seurat* R package identified 12 distinct clusters (Figure 3A and Supplementary Figure S2). 

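The drawn CFs of the surgery libraries formed 13 clusters. The Sca1-H list named 2 of them, of 3430 and 703 cells. A cluster of 1430 cells matched the lists of Sca1-L and another class equally, with 3 genes each, and was left unnamed. It had the lowest median depth, 13091.5 UMIs per cell, against 16874 over all classes. A cluster of 143 cells was named by cell cycle genes, with a median of 32021 UMIs.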

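In the surgery libraries 3850 drawn CFs were *Postn*-like, 1420 *Igfbp3*-like, 743 *Mfap4*-like and 575 interferon-stimulated, and each of these classes had cells in all 8 libraries. A cluster of 4608 cells was named by the Sca1-L list. On average it took up 23.9% of the CFs of a male library and 19.9% of those of a female library (exact permutation test, two-sided, p = 0.6, n = 4 libraries of each sex). *Ly6a* stood at 0.539 ± 0.122 times (SD, n = 8 libraries) the level of the other CFs in Sca1-L-like cells and at 3.01 ± 0.443 times in Sca1-H-like cells, with 1 per 10000 added to both sides.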

All CF subpopulations in our baseline data also emerged here, though male and female *Sca1*-L CFs combined into one cluster. The greater resolution of this experiment generated a distinct cluster for CFs expressing immediate early genes (IEGs). It also separated CFs with intermediate *Sca1* expression into three groups: *Sca1*-T1, *Sca1*-T2, and *Ccl2*+. 

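CFs named by the list of immediate early genes numbered 1664 and had a median of 15820.5 UMIs. Their share was 4.30% ± 0.161 (SD, n = 2 libraries) after TAC, 8.08% ± 3.9 after its sham, 7.41% ± 0.968 after PAB and 11.8% ± 2.34 after its sham. It was lower after pressure overload than after sham by a log2 fold change of -0.75 (standard error 0.293, edgeR adjusted p = 0.036). The share fell in 4 of 4 pairs of an injured and a sham library (exact permutation test on the shares, two-sided, p = 0.086, n = 4 libraries each). Among CFs that were neither *Postn*-like nor *Thbs4*-like the change was -0.14 (adjusted p = 0.83), with 0.23 (adjusted p = 0.70) for TAC and -0.51 (adjusted p = 0.50) for PAB over its sham.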

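No cluster of the surgery libraries was named by the lists of Sca1-T1 or Sca1-T2, although the larger Sca1-H-like cluster shared 7 of its 10 top genes with the Sca1-T1 list. A cluster of 405 cells was named by the *Ccl2* list, with 5 genes shared. It took up 2.19% ± 0.350 (SD, n = 2 libraries) of the CFs after TAC, 2.53% ± 0.242 after its sham, 1.63% ± 0.591 after PAB and 1.35% ± 0.350 after its sham. No contrast between surgery groups passed adjusted p 0.05 in edgeR's test.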

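In the 405 *Ccl2*-like CFs of the surgery libraries together, *Gdf15* stood at 240 CPM (1909 UMIs) against 9.11 in the other CFs (3350 UMIs), 26.4-fold, *Ccl2* (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453) was 2.25-fold and *Ccl7* (ENSMUSG00000035373, chromosome 11, 82045712 to 82047525) 1.34-fold as high. Per library, with 1 per 10000 added to both sides, which shrinks the fold of a low gene, these were 3.12 ± 0.793 (SD, n = 8 libraries), 1.61 ± 1.02 and 1.19 ± 0.398. In the cells named by immediate early genes, *Ccl2* stood at 1.97 ± 0.577 and *Ccl7* at 2.48 ± 0.357 times the level of the other CFs by the same measure (2.32-fold and 3.57-fold pooled).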

The *Ccl2*+ subpopulation has a particularly unique gene signature, marked by strong and specific expression of immune-relevant genes such as *Ccl2*, *Ccl7*, and *Gdf15*. 

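*Inmt* (ENSMUSG00000003477, chromosome 6, 55170626 to 55175043) encodes indolethylamine N-methyltransferase. In *Mfap4*-like CFs of the surgery libraries, *Inmt* was 2.73 ± 0.716 times (SD, n = 8 libraries) and *Mfap4* 4.47 ± 1.41 times as high as in the other CFs, with 1 per 10000 added to both sides (5.55-fold and 4.26-fold in pooled UMIs, with nothing added). The 552 *Inmt*-like CFs had *Mfap4* at 2.20 ± 0.514 times the level of the other CFs in the 6 libraries with enough of them (2.74-fold pooled).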

A group of CFs marked by *Inmt* (*Inmt*+) became distinguishable from the *Mfap4*+ cluster, for which *Inmt* is also a top marker. Finally, we report a cluster of CFs marked by expression of *Thbs4*, *Comp*, and *Fmod* (*Thbs4*+) that is more abundant in our pressure overload samples (Figure 3B).

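In pooled UMIs, *Comp* (ENSMUSG00000031849, chromosome 8, 70373558 to 70382066) was 31.9-fold, *Fmod* (ENSMUSG00000041559, chromosome 1, 134037254 to 134048277) 51.3-fold and *Thbs4* 44.3-fold as high in *Thbs4*-like CFs as in the others. Per library, with 1 per 10000 added to both sides, which shrinks the folds, these were 8.16 ± 2.98, 4.01 ± 1.58 and 7.39 ± 2.16 (SD, n = 8 libraries). *Thbs4*-like CFs were more abundant after pressure overload than after sham, with a log2 fold change of 1.28 (standard error 0.360, adjusted p = 0.0074 in edgeR's test), and rose in 4 of 4 pairs, though in the female PAB pair only from 49 to 52 of 2630 cells (1.86% to 1.98%), within counting error. Over the alternatives, the adjusted p lay between 2.1e-04 and 0.26. The change moved most under integration over all 8 libraries with clusters at resolution 1.0, to 0.59 (adjusted p = 0.26), a setting chosen after seeing the data. The call was lost without any of 6 libraries, and the lowest fold change was 0.81 (adjusted p = 0.084), without the male PAB library. Mean shares were 10.2% after pressure overload and 4.23% after sham (exact permutation test, two-sided, p = 0.2, n = 4 libraries each, where 0.029 is the smallest p possible). Of the *Thbs4*-like CFs of the TAC libraries, 3.10% had lain in the cluster named by the *Wif1* list before cells with a *Wif1* UMI were removed. Over all 8 libraries it was 5.34%, from 0% (male PAB sham) to 10.9% (male TAC sham).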

Picosirus red staining suggests a comparable degree of injury between our TAC and PAB mice (Figure 3D). Interestingly, comparisons of LV- and RV-derived CFs reveal diverging injury responses for the two ventricles. 

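Over all genes, TAC and its sham differed in 380 genes at adjusted p 0.05 (164 higher, 216 lower after TAC; edgeR, two-sided), and PAB and its sham in 0. At unadjusted p under 0.05 there were 3017 and 779 genes, and DESeq2 gave 1177 and 34 at adjusted p 0.05. The TAC count rests on single libraries: it was 0 without the male TAC sham library and 30 without the female, and 61 and 186 without the male and the female TAC library. The difference between the changes after TAC and after PAB passed in 0 genes by edgeR (769 at unadjusted p under 0.05) and in 78 by DESeq2. Between the sham libraries alone, TAC sham against PAB sham, 1 gene passed by edgeR (1599 at unadjusted p under 0.05). With no filter beyond 1 count, 61 did. LV and RV libraries, averaged over surgery, differed in 1276 genes (583 higher and 693 lower in the LV), with counts of 241 to 1109 when 1 library was left out, the lowest without the female TAC sham library. Among the 3 genes with the highest change after TAC that moved the same way in both sexes, *Cemip* (ENSMUSG00000052353, chromosome 7, 83932857 to 84086502) had 219 UMIs in the TAC and 6 in the TAC sham libraries, a log2 fold change of 4.61 (standard error 0.423, adjusted p = 0.0093) that no longer passed without the male TAC sham library (4.23, adjusted p = 0.13) or 2 others. The other 2, *Nrg1* (ENSMUSG00000062991, chromosome 8, 31814551 to 32884029) and *Spire2* (ENSMUSG00000010154, chromosome 8, 123332713 to 123369515), had 210 against 10 and 56 against 4 UMIs. The 3 lowest were *Gstt4* (ENSMUSG00000009093, chromosome 10, 75814943 to 75822543) (2 against 26 UMIs, a ratio of CPM of 0.0599 with an exact 95% counting interval of 0.00689 to 0.239), *Inmt*, and *Adh7* (ENSMUSG00000055301, chromosome 3, 138217760 to 138233382) (14 against 59 UMIs). Highest in the LV over the RV were *Acan* (ENSMUSG00000030607, chromosome 7, 79053483 to 79115099) (327 against 2 UMIs, a ratio of 151, interval 41.5 to 1253), *Bpi* (ENSMUSG00000052922, chromosome 2, 158258094 to 158284531) (52 against 6) and *Gprin3* (ENSMUSG00000045441, chromosome 6, 59347226 to 59426294) (342 against 27). Lowest were *Myl7* (ENSMUSG00000020469, chromosome 11, 5896637 to 5898782) (12 against 109), *Gkn3* (ENSMUSG00000030048, chromosome 6, 87383256 to 87388935) (9 against 190) and *Lrat* (ENSMUSG00000028003, chromosome 3, 82892579 to 82903973) (64 against 873). Most of these calls hang on single libraries. Left out 1 at a time, the 8 libraries each took the call from *Spire2*, *Gstt4* and *Bpi*, while 6 did so for *Adh7* and *Gkn3*, 5 for *Nrg1*, 4 for *Myl7*, 2 for *Lrat*, 1 for *Gprin3* and 0 for *Acan*. Without the male TAC sham library the values after TAC were 2.87 (adjusted p = 0.41) for *Spire2*, 2.31 (0.44) for *Nrg1*, -3.93 (0.30) for *Gstt4* and -2.17 (0.37) for *Adh7*. Without the female TAC sham library those of LV over RV were 3.89 (0.17) for *Bpi*, 3.32 (0.081) for *Gprin3*, -3.44 (0.23) for *Gkn3* and -7.33 (0.080) for *Myl7*. For *Lrat* the value was -3.89 (0.052) without the male PAB sham library. 

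**Figure D2:**
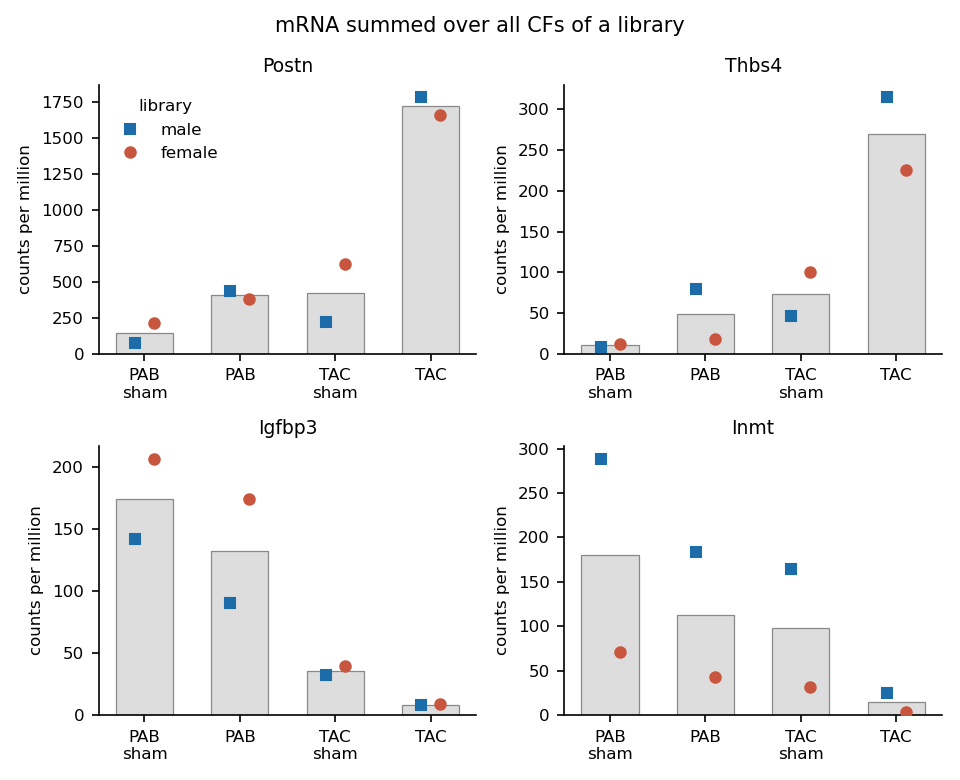
CPM of *Postn*, *Thbs4*, *Igfbp3* and *Inmt* in counts summed over all CFs of a library, by surgery; bars are means of the male (square) and the female (circle) library. *Postn* reaches 1780 and 1660 CPM after TAC and at most 433 after PAB, and *Inmt* is lower in the female than in the male library of each surgery.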

The LV shows greater differentiation into known pro-fibrotic clusters, developing a larger subpopulation of *Postn*+ and *Thbs4*+ CFs (Figure 3C,E). In contrast, the injured RV shows an expansion of *Igfbp3*+ and *Inmt*+ CFs, which is absent in the LV (Figure 4A,B).

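*Postn*-like CFs made up 44.4% ± 6.94 (SD, n = 2 libraries) of the CFs after TAC and 11.9% ± 3.09 after its sham, and 12.0% ± 0.484 after PAB and 4.85% ± 1.1 after its sham. The log2 fold change was 1.91 for TAC over sham (standard error 0.393, adjusted p = 5.2e-04 in edgeR's test; up in both sexes) and 1.34 for PAB over sham (0.394, adjusted p = 0.034; up in both sexes). The difference between them was 0.57 (0.545, adjusted p = 0.47). LV libraries had more *Postn*-like CFs than RV libraries, averaged over surgery, by a log2 fold change of 1.58 (0.278, adjusted p = 3.8e-05). An exact permutation test on the shares gave p = 0.11 (two-sided, n = 4 libraries each). The male TAC sham library (9.73%) lay below both PAB libraries (12.4% and 11.7%). Among the alternatives the adjusted p of LV over RV ran from 1.6e-08 to 0.0056, and that for PAB from 0.0072 to 0.39. Without the male TAC sham library the TAC change was 1.76 (adjusted p = 0.056), and without the male PAB library the PAB change was 1.07 (adjusted p = 0.23); the PAB call was also lost without each of 4 other libraries. *Thbs4*-like CFs made up 17.1% ± 0.914, 7.03% ± 4.03, 3.23% ± 1.77 and 1.43% ± 0.618 in the same order. The log2 fold changes were 1.33 (0.481, adjusted p = 0.028) for TAC and 1.24 (0.521, adjusted p = 0.11) for PAB, each with a rise in both sexes (little in the female PAB pair, 1.86% to 1.98%), with a difference of 0.09 (0.710, adjusted p = 0.90). Leaving out the male TAC sham library brought the *Thbs4*-like change after TAC to 0.71 (adjusted p = 0.42), and the alternatives gave adjusted p from 0.0035 to 0.27. The 10 genes of highest fold in the *Postn*-like cluster did not include *Postn*. *Thbs4*-like CFs, with 2850 ± 917 CPM of *Postn* (SD, n = 8) against 619 ± 364 in *Postn*-like CFs, held 21.7% to 62.0% of the *Postn* UMIs of a library. *Postn* mRNA over all CFs rose after TAC by a log2 fold change of 2.21 (0.490, adjusted p = 0.076) and after PAB by 1.70 (0.484, adjusted p = 0.95), in both sexes. From the larger pro-fibrotic clusters of the LV, the paper reasons that the LV mounts a stronger fibrotic response to pressure overload than the RV. 

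**Figure D3:**
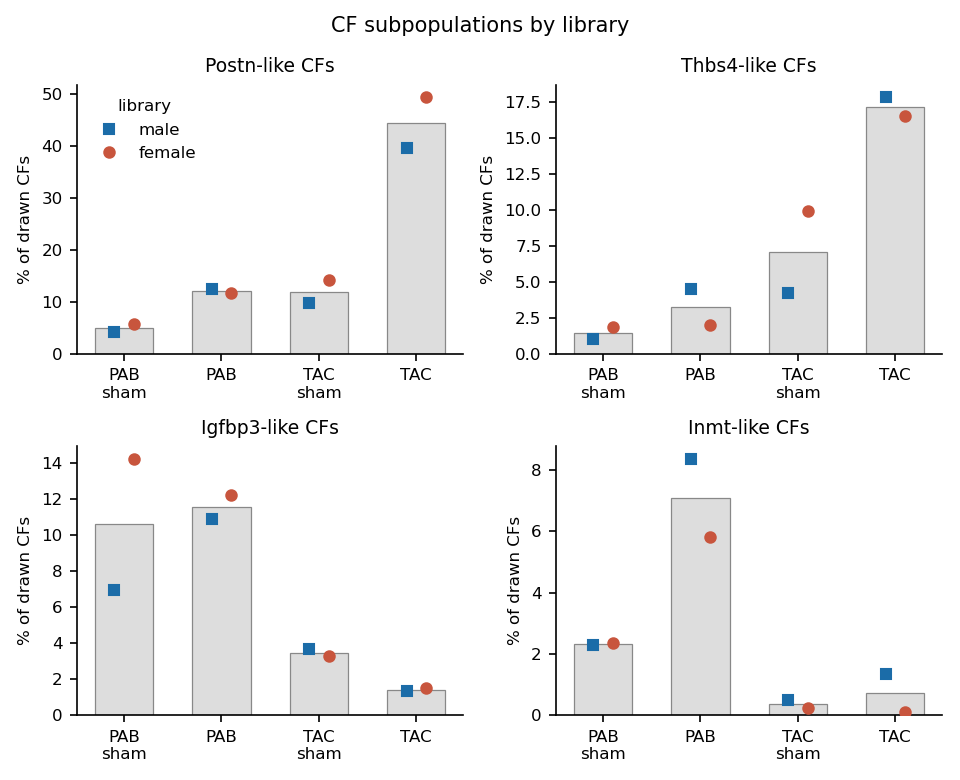
Shares of *Postn*-like, *Thbs4*-like, *Igfbp3*-like and *Inmt*-like CFs, in percent of the 2630 CFs drawn per library, by surgery; bars are means of the male (square) and the female (circle) library. *Postn*-like shares are 39.5% and 49.3% after TAC and at most 14.1% in the other 6 libraries.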

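*Igfbp3*-like CFs made up 11.5% ± 0.941 (SD, n = 2 libraries) of the CFs after PAB and 10.6% ± 5.14 after its sham, with a rise in the male pair (6.96% to 10.9%) and a fall in the female pair (14.2% to 12.2%). The log2 fold change was 0.17 (standard error 0.402, adjusted p = 0.80 in edgeR's test), and -0.28 (adjusted p = 0.54) without the male PAB sham library. After TAC they fell from 3.46% ± 0.269 to 1.41% ± 0.108, by 1.31 on the log2 scale (0.438, adjusted p = 0.021) and in both sexes. Among CFs that were neither *Postn*-like nor *Thbs4*-like, this change was -0.23 (adjusted p = 0.70). The call after TAC was lost without any of the 4 LV libraries, with -0.98 (adjusted p = 0.32) without the male TAC sham library, and the alternatives gave adjusted p from 6.1e-04 to 0.27. The changes after TAC and PAB differed by -1.48 (0.594, adjusted p = 0.13), a difference that passed without the female PAB sham library (-2.0, adjusted p = 0.048). *Inmt*-like CFs rose after PAB from 2.32% ± 0.0538 to 7.09% ± 1.80, a log2 fold change of 1.54 (0.511, adjusted p = 0.040) seen in both sexes, with adjusted p from 0.0072 to 0.39 over the alternatives. The call was lost without each of 6 libraries, with 0.94 (adjusted p = 0.54) without the male PAB sham library. After TAC they made up 0.722% ± 0.860, against 0.361% ± 0.188 after its sham, a log2 fold change of 0.85 (0.660, adjusted p = 0.25) that rose in the male and fell in the female pair and was -1.38 (adjusted p = 0.21) without the male TAC library. The changes after TAC and PAB differed by -0.69 (0.846, adjusted p = 0.52). With 1 library left out at a time the difference ran from -2.96 to 0.12, the latter without the female TAC library. Among CFs that were neither *Postn*-like nor *Thbs4*-like, the *Inmt*-like change was 1.91 (adjusted p = 0.034) after TAC and 1.70 (adjusted p = 0.041) after PAB, a difference of 0.22 (0.770, adjusted p = 0.92); the female TAC and TAC sham libraries held only 3 and 6 such cells.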

EGAD analysis of the top 25 marker genes from each of our CF subpopulations found that most clusters had AUROC scores greater than 0.9 (Supplementary Figure S4). The IFNS cluster scored particularly high, with an AUROC of 0.984. Overall, such strong co-expression of the marker genes defining CF clusters supports the conclusion that they are transcriptionally distinct states that provide meaningful info about CF biology.

### 3.5. RNA Velocity Analysis Identifies a Trajectory toward Thbs4+ CFs

To explore potential trajectories between CF subpopulations, we next performed RNA velocity analysis. We first reanalyzed the data using Velocyto to acquire RNA counts for spliced and unspliced transcripts [26]. Unbiased clustering using spliced RNA counts for 20,360 cells (2545 cells per group) identified 11 distinct clusters (Figure 5A). These clusters were similar to those identified in the original analysis, with the exception of *Thbs4*+ CFs, which became a subset of the *Postn*+ cluster. We then performed latent time analysis using the *scVelo* python package [27]. Cells in our *Sca1*-L cluster were chosen as the trajectory root based on previous trajectory analyses that place *Sca1*-L CFs near the origin as well as a greater than expected decline in *Sca1*-L CF abundance following MI, which suggests they may be differentiating into injury-induced CFs. While the gene signature of *Sca1*-H CFs suggests a progenitor phenotype, trajectory analysis using multiple methods consistently places them at later pseudotime positions, suggesting they represent a more differentiated CF state. Latent time values overlaid on the UMAP show *Thbs4*+ CFs as the most differentiated subpopulation, with *Postn*+ CFs close behind and feeding into the *Thbs4*+ cells (Figure 5B). 

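In the sham libraries, the LV already had more *Postn*-like CFs than the RV, by a log2 fold change of 1.29 (standard error 0.393, edgeR adjusted p = 0.011). It also had more *Thbs4*-like CFs, by 2.28 (0.514, adjusted p = 0.0014), and both held in each sex. The sham operation was that of TAC for the LV and that of PAB for the RV. After TAC against after PAB, the differences were 1.86 (0.393, adjusted p = 2.7e-04) and 2.38 (0.499, adjusted p = 2.7e-04). Counted as 1 class, *Postn*-like and *Thbs4*-like CFs took up 40.3% ± 25.2 (SD, n = 4 libraries) of the LV and 10.8% ± 5.43 of the RV libraries, a log2 fold change of 1.78 (0.294, adjusted p = 2.9e-06); an exact permutation test on the shares gave p = 0.057 (two-sided).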

Considering the enrichment of these cells in the LV, our findings support the conclusion that LV-derived CFs are further along the differentiation trajectory toward *Thbs4*+ CFs. In contrast, *Igfbp3*+ and *Inmt*+ CFs, which expand in the injured RV, were not identified as highly differentiated subpopulations.

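*Igfbp3*-like CFs made up 11.1% ± 3.06 (SD, n = 4 libraries) of the RV and 2.43% ± 1.2 of the LV libraries, and *Inmt*-like CFs 4.71% ± 2.95 and 0.542% ± 0.550. Every RV library lay above every LV library in both (exact permutation test, two-sided, p = 0.029, the smallest that 4 against 4 allow). Over all CFs, *Igfbp3* mRNA changed after PAB by a log2 fold change of -0.43 (standard error 0.189, edgeR adjusted p = 1.0) and *Inmt* mRNA by -0.71 (0.215, adjusted p = 0.95), both down in each sex. After TAC they fell by 2.09 (0.202, adjusted p = 0.011) and by 2.96 (0.234, adjusted p = 0.0081) on the log2 scale. Without the male TAC sham library these were -1.95 (adjusted p = 0.12) and -2.92 (adjusted p = 0.097), and the *Igfbp3* call was also lost without the female one. The changes after TAC and PAB differed by -1.66 (0.273, adjusted p = 0.44) for *Igfbp3* and -2.25 (0.310, adjusted p = 0.31) for *Inmt*. Both differences passed by DESeq2 alone among the alternatives (-1.65, adjusted p = 4.6e-06, and -2.26, adjusted p = 6.1e-10), with adjusted p up to 1.0 over the others.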

### 3.6. Males and Females Display Differences in CF Subpopulation Size and Injury Dynamics

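Female and male surgery libraries differed in 1121 genes at adjusted p 0.05 (390 higher and 731 lower in females; edgeR, two-sided), of which 61 lie on the X or Y chromosome. The count fell to 168 without either of the TAC sham libraries. Since the sexes were prepared separately, these genes mix sex with preparation batch. Of 986 called genes on other chromosomes with enough UMIs, 653 (66.2%) went the same way between the female and male cells of both uninjured libraries, where the sexes were prepared together. Of the 12 classes, cycling CFs differed between the sexes, averaged over surgery, with a log2 fold change of 1.4 in females over males (standard error 0.388, edgeR adjusted p = 0.021), higher in the female library of 4 of 4 conditions. Their shares lay between 0.0760% and 2.47% of the CFs of a library, and the RV libraries held only 2 to 12 such cells. An exact permutation test on the shares gave p = 0.4 (two-sided, n = 4 libraries of each sex). Preparation batch is mixed with sex here too. Sex by injury passed in 0 genes by edgeR (534 at unadjusted p under 0.05; 41 at adjusted p 0.05 by DESeq2), and in 6 to 27 when 1 library was left out.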

Separating the data by male and female identity revealed sex differences in the abundance of several clusters (Figure 6A). Both the uninjured and pressure overload datasets show that healthy females (uninjured and sham groups) have a larger subpopulation of *Postn*+ CFs compared with males. However, the abundance of both *Postn*+ and *Thbs4*+ CFs is greater in males following injury (Figure 6B,C), suggesting that males start in a less fibrotic state but mount a more robust injury response. 

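In the sham libraries, *Postn*-like CFs made up 9.87% ± 6.00 (SD, n = 2) in females and 6.90% ± 4.01 in males, higher in the female library of both ventricles, with a log2 fold change of 0.50 (standard error 0.410, edgeR adjusted p = 0.59). With each cell put in a class by its marker score in place of clusters, the fold change was 1.21 (adjusted p = 0.0087), and over all alternatives the adjusted p ran from 0.0087 to 0.89. *Postn* mRNA over all CFs was higher in female than in male shams, by 1.53 (0.109, adjusted p = 0.0091). In the uninjured libraries, without replicates, the log2 ratio of the female over the male *Postn*-like share was 0.48 (95% interval 0.26 to 0.70) in the LV and -0.17 (-0.58 to 0.24) in the RV. The RV value changed sign with the processing: 7 of 13 alternatives lay above its interval, and all 13 ran from -0.37 to 0.51. Over both libraries 419 of 4120 female cells (10.2%, 9.26 to 11.1) and 336 of 4120 male cells (8.16%, 7.34 to 9.03) were *Postn*-like.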

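After pressure overload, *Postn*-like CFs made up 30.5% ± 26.6 (SD, n = 2, 1 library after TAC and 1 after PAB) in females and 25.9% ± 19.2 in males, a log2 fold change of 0.12 in females over males (standard error 0.400, edgeR adjusted p = 0.89), higher in the female after TAC and in the male after PAB. It was -0.08 (adjusted p = 0.99) without either TAC library. *Thbs4*-like CFs made up 9.24% ± 10.3 in females and 11.1% ± 9.41 in males, with -0.60 (0.419, adjusted p = 0.49), lower in the female library of both injuries. The change with injury differed between the sexes, female against male, by -0.38 (0.572, adjusted p = 0.79) for *Postn*-like and by -1.70 (0.609, adjusted p = 0.12) for *Thbs4*-like CFs; the latter was -2.29 (adjusted p = 0.037) without either TAC library. For marker score classes, the *Thbs4*-like values were -1.06 (adjusted p = 0.046) after pressure overload and -2.90 (adjusted p = 3.5e-04) for sex by injury, where the alternatives ranged in adjusted p from 0.046 to 0.998 and from 3.5e-04 to 0.83. *Postn* mRNA was -0.15 (0.106, adjusted p = 0.66) in females over males after pressure overload, and its sex by injury term -1.68 (0.152, adjusted p = 0.16). From the female and male shares before and after injury, the paper proposes that males start in a less fibrotic state and mount a more robust injury response.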

Differences in *Igfbp3*+ CFs are also apparent (this subpopulation is larger in female RV samples from sham and injury conditions compared with males). This cluster showed no differences in male and female LV samples (Supplementary Figure S4), consistent with the idea that *Igfbp3*+ CFs are an RV-dominant subpopulation. 

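In the RV libraries, *Igfbp3*-like CFs differed by a log2 fold change of 0.60 in females over males (standard error 0.436, adjusted p = 0.73 in edgeR's test), higher in the female library of both the sham and the PAB pair. With marker score classes it was 0.84 (adjusted p = 0.030), and over the alternatives the adjusted p ran from 0.030 to 0.997. In the uninjured RV, 277 of 2060 female and 178 of 2060 male cells were *Igfbp3*-like, a log2 ratio of 0.64 (95% interval 0.38 to 0.89), without replicates.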

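In the LV surgery libraries, the log2 fold change of *Igfbp3*-like CFs in females over males was -0.01 (standard error 0.471, edgeR adjusted p = 0.99), higher in the female after TAC and in the male after sham. It turned to 0.16 without either TAC sham library. The sex difference in the LV minus that in the RV was -0.61 (0.639, adjusted p = 0.79). In the uninjured LV library, 91 of 2060 female and 35 of 2060 male cells were *Igfbp3*-like, a log2 ratio of 1.38 (95% interval 0.82 to 1.93).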

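Sca1-L-like CFs made up 33.8% ± 4.57 (SD, n = 2 libraries) of the CFs in male shams and 25.8% ± 1.91 in female shams, and 14.1% ± 11.2 and 13.9% ± 11.6 in males and females after pressure overload. The log2 fold change in female over male shams was -0.38 (standard error 0.398, edgeR adjusted p = 0.59), lower in the female library of both ventricles. Without integration of the male and female cells it was -7.09 (adjusted p = 2.2e-11), a setting with 13 Sca1-L-like CFs in the female TAC sham and 9 in the female PAB sham library, and the alternatives ranged from 2.2e-11 to 0.85 in adjusted p.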

Finally, we report that the Sca1-L subpopulation appears to be substantially larger in male sham mice compared with all other groups.

## 4. Discussion

Here, we present bulk and scRNA-seq data on >28,000 CFs from the LV and RV of uninjured and pressure-overloaded murine hearts. We identified 422 differentially expressed genes between LV- and RV-derived CFs, with GSEA highlighting gene sets for protein production and mitosis as more highly expressed in the LV of healthy (non-injured) hearts. The top hits from this gene set exhibit strong transcriptomic co-expression that is conserved across mammals, including humans, indicating that these differences may be relevant in clinical practice.

Further analysis of the various CF subgroups from healthy cardiac tissue using scRNA-seq identified ventricle-specific increases in the abundance of *Postn*+ and *Igfbp3*+ clusters in the LV and RV, respectively. The postulated role of *Postn*+ CFs as a pro-fibrotic subpopulation that is primed for differentiation, together with the GSEA results, suggests the healthy LV is primed to be a more pro-fibrotic environment than the healthy RV, with greater numbers of CFs located further along a myofibroblast differentiation trajectory. Indeed, scRNA-seq of LV- and RV-derived CFs following pressure overload injury revealed that the *Postn*+ and injury-induced *Thbs4*+ clusters grew substantially more in the LV than the RV. In contrast, *Igfbp3*+ and *Inmt*+ CFs selectively expanded in the pressure-overloaded RV. These findings demonstrate that the LV also mounts a stronger fibrotic response to pressure overload injury than the RV. RNA velocity analysis further identified a trajectory wherein *Postn*+ CFs differentiate into the *Thbs4*+ subpopulation, confirming that LV-derived CFs are shifted further along the *Thbs4* differentiation trajectory in the uninjured heart and validating the role of *Postn*+ CFs as precursors for an injury-induced subpopulation.

These data highlight the need for a better understanding of *Igfbp3*+ and *Inmt*+ CF subpopulations in the heart and their potential role(s) in cardiac injury and repair. Our analysis of the scRNA-seq dataset published by Farbehi et al. on cardiac-derived *Pdgfra*+ cells shows that both subpopulations are present as subsets of what they referred to as the F-Trans cluster, a subpopulation that is predicted to be partway along the differentiation trajectory of CFs to myofibroblasts [5]. 

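*Igfbp3*, the first gene of the list that named them, stood at 857 CPM in the *Igfbp3*-like CFs of the surgery libraries (19690 UMIs) and at 30.8 in the other CFs (10848 UMIs), over all cells together a 27.9-fold difference. As the mean of the normalized values of single cells, with 1 added to both sides, the fold was 5.98 ± 2.55 (SD, n = 8 libraries).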

The top markers for our *Igfbp3*+ CFs include *Apoe*, *Fgl2,* and *Igfbp3*, which shows an 11.85-fold increase in expression compared with other clusters. The IGFBP3 protein is the primary carrier of IGF-1 in the serum, thus allowing it to potently regulate systemic and local IGF-1 activity [30]. However, this protein also exhibits IGF-independent effects through various cell-surface receptors, including TMEM219 and TGF-β receptors I, II, and V [31,32]. Transcriptomic data show that TFG-β-receptor V, in particular, is predominantly expressed by CFs and broadly expressed across all CF subpopulations [33]. Since TGF-β signaling is a well-known activator of CF differentiation and proliferation [34], these findings suggest that IGFBP3 may contribute to the initiation and progression of the fibrotic response. This idea is supported by a recent paper studying cultured neonatal CFs transfected with *Igfbp3*-siRNA after 24 h of TGF-β1 stimulation. CFs with *Igfbp3* knock-down showed reduced migration and proliferation, as well as lower expression of αSMA and Collagen I, suggesting a role in activating CFs during injury [35].

In contrast, *Inmt*+ CFs, marked by *Inmt*, *Sfrp2*, *Ptn*, and *Vegfd*, may play a role in downregulating the fibrotic response. *Inmt* shows the greatest upregulation, with a 3.5-fold increase over other CFs. This gene has been reported as downregulated in atrial fibrillation and MI conditions [36] as well as in infarcted compared with remote tissue [11]. 

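In the *Inmt*-like CFs of the surgery libraries, *Inmt* stood at 538 CPM (4815 UMIs) against 81.0 in the other CFs (29725 UMIs), 6.64-fold over all cells together. Per library, by normalized values of single cells with 1 added to both sides, the fold was 3.95 ± 2.07 (SD, n = 6 libraries with enough *Inmt*-like CFs).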

Transcriptomic data reveal that *Inmt* expression in the heart is primarily restricted to CFs, suggesting its role in the maintenance and regulation of the cardiac ECM [33]. INMT is an intracellular methyltransferase most noted for its involvement in tryptamine N-methylation and xenobiotic clearance [37,38]. However, it also demonstrates an anti-proliferative role in many cell types, including skin- and lung-derived fibroblasts, with higher *Inmt* expression linked to cellular senescence and apoptosis and downregulation implicated in cancer [37,38,39]. This relationship supports our findings that the RV fibroblast landscape is relatively less activated compared with that of the LV, particularly following injury. It may further explain why INMT expression is greater in remote regions following MI [11], where little scarring, if any, is necessary. A previous study discovered that *Inmt* overexpression in prostate cancer cells inhibited effectors of Wnt and TGF-β pathways, including SMAD4 [37]. Given the central importance of TGF-β signaling to myofibroblast activation, this finding may predict attenuated fibrotic responses in the injured RV. Paradoxically, *Inmt* overexpression also stimulated the p38 MAPK pathway, which promotes myofibroblast activation and ECM remodeling [37,40]. While much work remains to be done to characterize the role of *Igfbp3*+ and *Inmt*+ CFs in the heart, these mechanistic insights provide initial hypotheses for exploring their contributions to the fibrotic response.

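*Wif1* (ENSMUSG00000020218, chromosome 10, 121033960 to 121100650) encodes an inhibitor of WNT signaling. Before any cell was removed for a *Wif1* UMI, clustering gave clusters named by the *Wif1* list with 565 cells in the uninjured and 1296 cells in the surgery libraries. A *Wif1* UMI was seen in 60.7% and 71.0% of these cells (medians of 15658 and 19132.5 UMIs), in 0.659% and 0.684% of the other CFs (13070 and 16404 UMIs), and in 0.671% and 0.763% of the cells removed as other types (9030 and 10322 UMIs), so the share in other CFs lay at the background. Cells with a *Wif1* UMI made up 4.63% of the CFs in the uninjured LV and 1.79% in the uninjured RV. In the surgery libraries, male then female, they made up 1.06% and 3.67% after TAC, 3.17% and 5.1% after its sham, 2.61% and 1.22% after PAB, and 0.0131% (1 cell) and 6.22% after its sham. In the libraries with more than 1 such cell, 25.1% to 39.5% of the cells in a *Wif1*-named cluster had no *Wif1* UMI and stayed among the CFs.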

The *Wif1*-expressing CFs reported by several other groups were also identified in both our uninjured and pressure overload scRNA-seq datasets. However, immunofluorescence and RNAscope data from Muhl et al. identify *Wif1*+ CFs as localized to the cardiac valves and adjacent hinge regions [24]. While our isolation protocol involves removal of the cardiac valves, we did not control for dissection of the hinge regions. Accordingly, we chose to remove cells that belonged to this cluster from our analysis as their abundance in each sample may be driven by tissue dissection rather than ventricle identity or injury status.

Separating the data by sex revealed additional heterogeneity in injury-induced subpopulations. While *Postn*+ and *Thbs4*+ CFs are more abundant in females in the uninjured heart, these subpopulations display greater expansion in males following pressure overload. 

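Table S2 lists no *Thbs4*+ class, so no uninjured cluster could be named by it. The uninjured cluster named by the *Wif1* list, with *Comp*, *Fmod* and *Thbs4* among its top genes, held 78 of 4120 female cells (1.89%, 95% interval 1.50 to 2.36) and 14 of 4120 male cells (0.340%, 0.186 to 0.569). *Thbs4* mRNA was higher in cells called female than in cells called male by a log2 ratio of 1.76 in the LV and 1.62 in the RV, without replicates. In the surgery libraries, *Postn*-like and *Thbs4*-like CFs together made up 15.7% ± 11.7 (SD, n = 2 libraries) in female and 9.49% ± 6.26 in male shams, and 39.7% ± 36.9 and 37.1% ± 28.6 after pressure overload, and their sex by injury term was -0.73 (standard error 0.575, edgeR adjusted p = 0.60).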

As such, males appear to develop a more substantial fibrotic response to pressure overload injury, providing a potential physiologic mechanism for the increased cardiac fibrosis observed in males from murine and human studies [41]. These results contradict those published by McLellan et al., who report a larger *Thbs4*+ cluster in females after Angiotensin II (ANG II) infusion injury [7]. The disconnect between our results may be due to the use of a different injury model; while both models cause increased afterload, Angiotensin II has additional pharmacologic effects on the heart that contribute to CF activation and production of Tgfb1 [42,43,44,45,46]. Furthermore, there are sex differences in the physiological response to Angiotensin II, particularly regarding the development of hypertension. Males experience a greater increase in blood pressure compared with females, which appears to be driven by differences in sex hormones [47]. Notwithstanding the differences seen in *Thbs4*+ CF subgroups, McLellan et al. report that females have less fibrosis in the LV, which is consistent with our results and the overall body of literature on sex-dependent differences in fibrosis.

We also note that the *Sca1*-L subpopulation is more abundant in male shams compared with all other groups. This may be due to the low abundance of *Postn*+ CFs present in this group, resulting in the other dominant CF subpopulations, including *Sca1*-L, making up a greater proportion of the total CF population.

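Among CFs of the sham libraries that were neither *Postn*-like nor *Thbs4*-like, the log2 fold change of Sca1-L-like CFs in females over males was -0.27 (standard error 0.353, edgeR adjusted p = 0.66), against -0.38 among all CFs. The paper proposes that a low abundance of *Postn*+ CFs raised the share of the other subpopulations in this group.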

## 5. Conclusions

In summary, our study demonstrates that LV- and RV-derived CFs display subpopulation differences in the healthy heart that may cause their diverging responses to pressure overload. These findings may also help guide our understanding and treatment of complex cardiac conditions such as Arrythmogenic Right Ventricular Cardiomyopathy, where differences in the extent and type of fibrotic deposition (interstitial versus replacement) and right versus bilateral ventricular involvement between patients are poorly understood. In addition, there are notable transcriptomic differences across biological sex, suggesting a sexually dimorphic response to cardiac injury. The most effective interventions for cardiac fibrosis will have to accommodate these differences, with treatments tailored to the at-risk ventricle and sex of the patient. Continued study with the latest scRNA-seq tools will enable analysis of the geographic and spatiotemporal characteristics of CF subpopulations for a more complete understanding of their functions at baseline and in the injured heart.

## Figures and Tables

**Figure 1:**
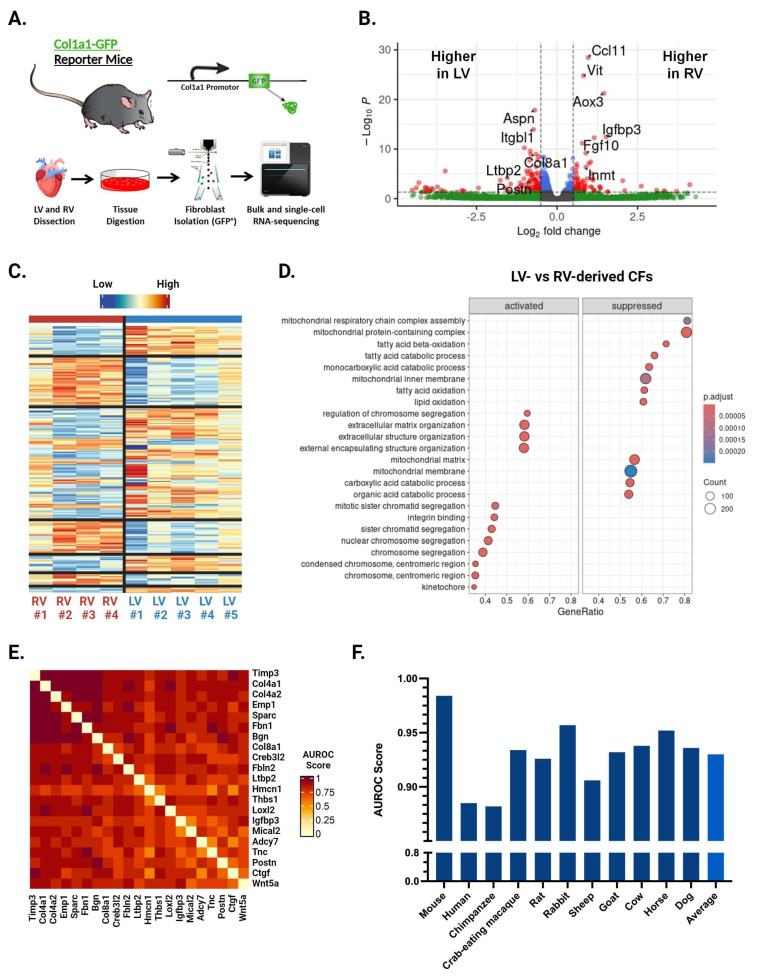
Bulk RNA sequencing and EGAD results from LV- and RV-derived CFs. (**A**) Schematic of methods used to isolate cardiac fibroblasts (CFs) for bulk and single-cell RNA sequencing (scRNA-seq). (**B**) Volcano plot of genes exhibiting differential expression between LV- and RV-derived CFs. Top fibrosis-related genes by *p*-value are labeled. Color represents whether a gene surpasses the cut-off for p-value (*p* < 0.05), fold change (|log2FC| > 0.5), both, or neither. (**C**) Heatmap of genes exhibiting differential expression between LV- and RV-derived CFs. (**D**) Top differentially expressed gene sets identified by GSEA. Labels for “activated” and “suppressed” are with respect to the LV. (**E**) Heatmap showing co-expression scores for the top 21 differentially expressed genes between LV- and RV-derived CFs. Darker and lighter colors represent higher and lower co-expression scores, respectively. Values for genes being compared against themselves have been set to 0. (**F**) Area under the receiver operator characteristic curve (AUROC) values across 11 different species for the top 25 genes differentially expressed by LV- and RV-derived CFs.

**Figure 2:**
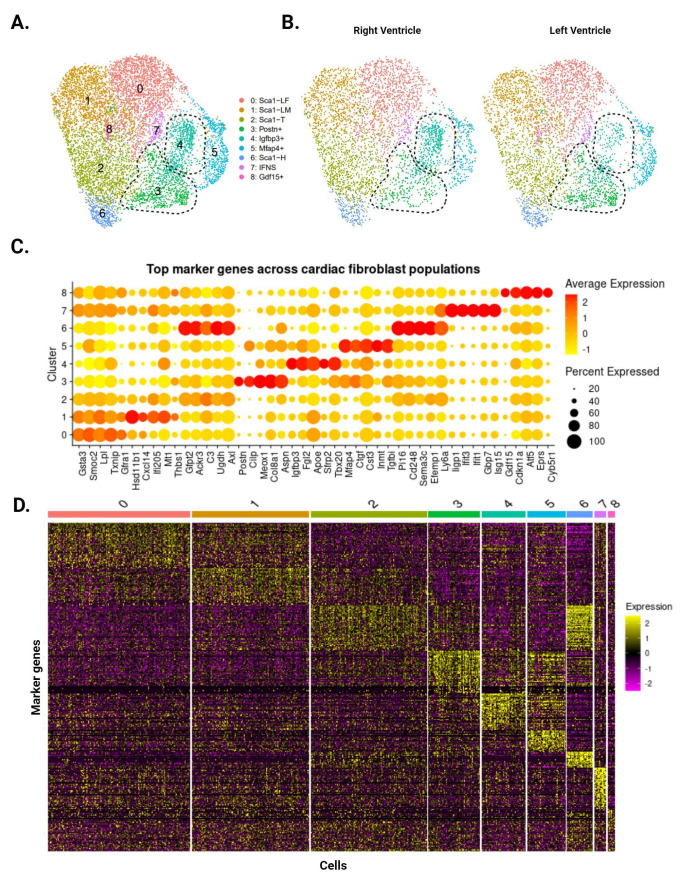
Single-cell RNA sequencing of CFs from uninjured LV and RV tissue. (**A**) Aggregate UMAP of all CFs identified in LV and RV samples. Dotted lines demarcate the *Postn*+ and *Igfbp3*+ subpopulations. (**B**) CFs separated according to ventricle of origin. *Postn*+ CFs are more prominent in the LV, while *Igfbp3*+ CFs are more prominent in the RV. (**C**) Dotplot of top five upregulated genes for each subpopulation. Color indicates expression level and dot size represents the percentage of cells expressing each gene. (**D**) Heatmap of the top 50 marker genes for each subpopulation. Individual cells are ordered along the x-axis, while marker genes are ordered along the y-axis. Color represents the expression level of each gene.

**Figure 3:**
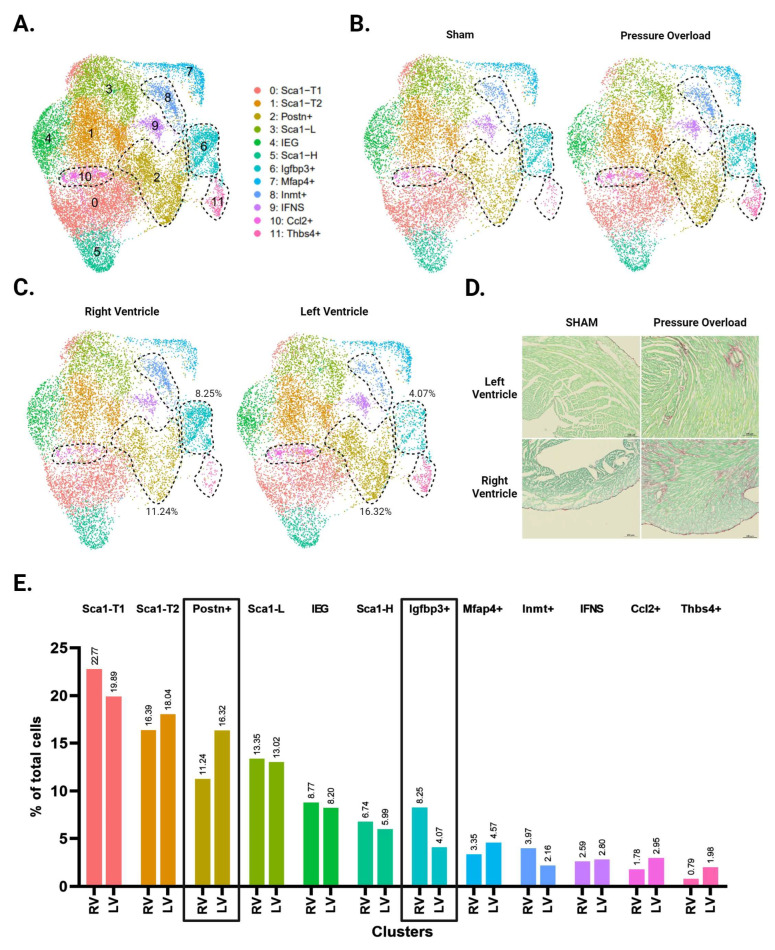
Single-cell RNA sequencing of CFs from LV and RV tissue following pressure overload injury. (**A**) Aggregate UMAP of all CFs in LV and RV samples from both male and female pressure overload experiments. (**B**) CFs separated by injury status. (**C**) CFs separated according to ventricle of origin. (**D**) Representative fibrosis staining of whole adult hearts with transverse aortic constriction (TAC), pulmonary artery banding (PAB) injury, and their respective sham surgeries. (**E**) Proportion of cells in each subpopulation split by ventricle. Subpopulations that show increased abundance in the LV or RV are highlighted by black boxes. (**A**–**C**) CF subpopulations displaying ventricle-specific differences in abundance are demarcated by dotted lines.

**Figure 4:**
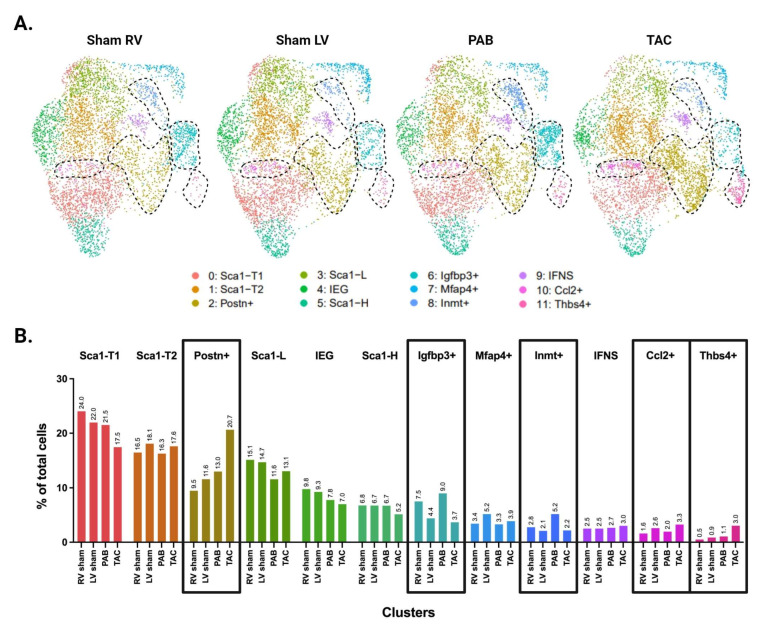
Distribution of CF subpopulations across ventricle and injury status. (**A**) UMAP of CFs separated by ventricle and injury status. Injury-related CF subpopulations are outlined. (**B**) Proportion of cells in each subpopulation split by ventricle and injury status. (**A**,**B**) Subpopulations that show increased abundance in the LV or RV are demarcated by dotted lines in panel **A**, or black boxes in panel **B**.

**Figure 5:**
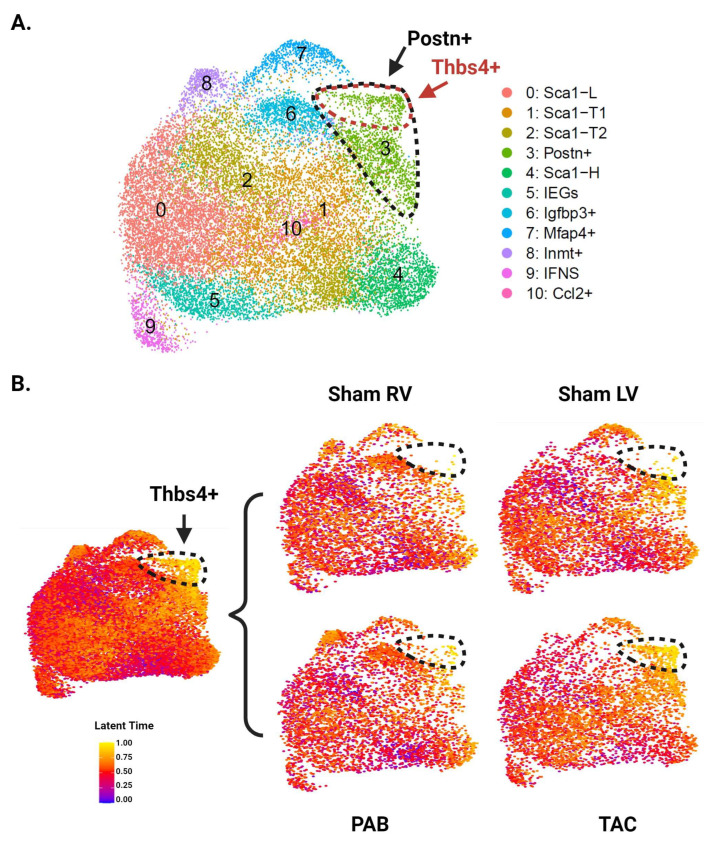
RNA velocity analysis of CFs from LV and RV tissue following pressure overload injury. (**A**) Aggregate UMAP of all CFs from pressure overload experiments after reanalysis with Velocyto outputs. *Postn*+ CFs are demarcated by the black dotted line, and *Thbs4*+ CFs are demarcated by the red dotted line. (**B**) UMAP colored by latent time values of each cell and split by ventricle and injury status. The color of each cell indicates its position along the predicted differentiation trajectory, with yellow and blue representing the latest and earliest positions, respectively. CFs at the latest positions along this trajectory—corresponding to the *Thbs4*+ subpopulation—are demarcated by black dotted lines.

**Figure 6:**
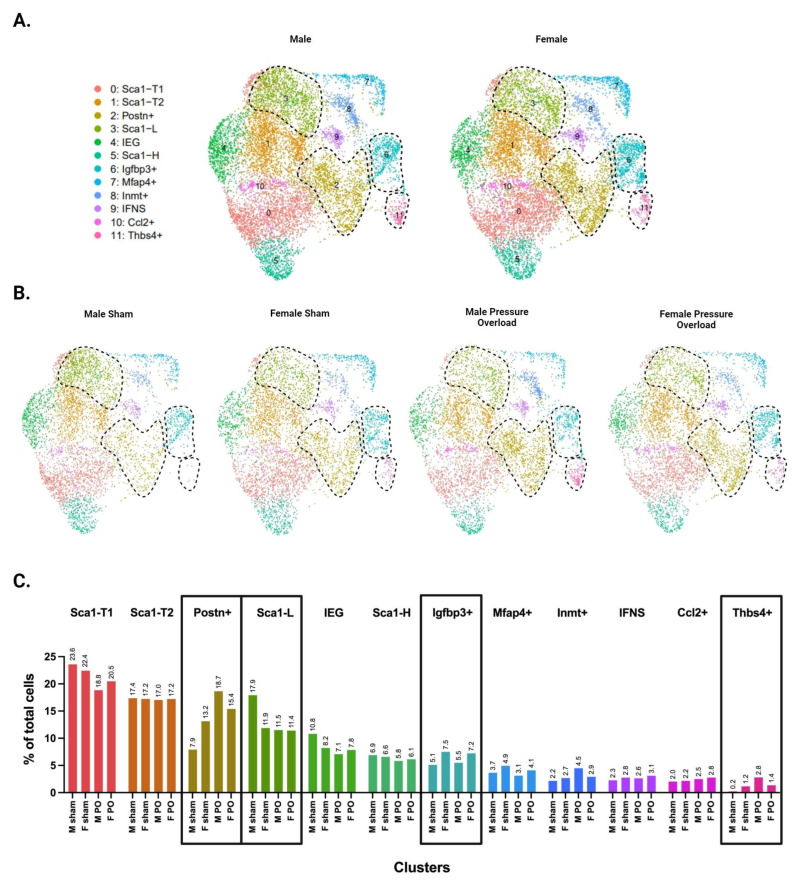
Single-cell RNA sequencing of male versus female CFs following pressure overload injury. (**A**) UMAPs of CFs separated by biological sex. (**B**) UMAPs of CFs separated by biological sex and injury status. (**C**) Proportion of cells in each subpopulation split by biological sex and injury status. (**A**–**C**) CF subpopulations displaying sex-specific differences in abundance are demarcated by black dotted lines in panels **A** & **B** or by black boxes in panel **C**.

## Data Availability

The sequencing data presented in this study have been deposited in the Gene Expression Omnibus (GEO) database, and are available under accession codes GSE255542 (bulk RNA-seq) and GSE254914 (single-cell RNA-seq).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13040327/s1, Figure S1: Echocardiographic assessment of mice following sham or pressure overload surgeries (A) Pressure gradients identified in either the aorta for TAC- and TAC-sham-operated mice, or pulmonary artery for PAB and PAB-sham-operated mice. (B) Wall thickness of the left ventricle for TAC-operated mice and their sham controls during systole and diastole. (C) Wall thickness of the right ventricle for PAB-operated mice and their sham controls during systole and diastole. (A–C) Red points indicate mice that were submitted for scRNA-sequencing, grey points indicate mice that were used for other analyses or that died before their hearts could be harvested. Figure S2: Feature plots of the top marker gene for each of the 12 clusters identified in our pressure overload injury dataset. Darker red indicates greater expression of the gene, and blue indicates zero gene expression. Figure S3: UMAPs of CFs following pressure overload injury, separated by sex, injury status, and ventricle of origin. Figure S4: Heatmaps showing the EGAD co-expression scores for the top 25 marker genes for each of the 12 clusters identified in our pressure overload injury dataset. Darker and lighter colors represent higher and lower co-expression scores, respectively. Table S1: Differentially expressed genes between LV- and RV-derived CFs. Table S2: Differentially expressed genes across CF subpopulations in the uninjured LV and RV. Table S3: Differentially expressed genes across CF subpopulations in the LV and RV following pressure overload injury.

How the deposited data were processed for this re-analysis (not part of the article)

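The authors deposited filtered raw counts for each library: integers of unique molecular identifiers (UMIs, the count unit used throughout) per gene and barcode, as written by Cell Ranger. The file headers name version 4.0.0 for the 2 uninjured libraries and 6.0.0 for the 8 surgery libraries. Reads were not analysed here. The counts were not normalized by the authors in these files, and no labels of cells came with them.

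Work started from these counts. Of the 31053 features, 30934 matched the GENCODE M21 annotation of GRCm38 (mm10), from which gene positions were taken. Barcodes were kept with at least 1000 genes and at most 10% mitochondrial UMIs, since the paper's text does not name its thresholds. A first clustering of each experiment then served to take out clusters with markers of Schwann cells, cardiomyocytes, pericytes, smooth muscle cells, macrophages (uninjured libraries) or epicardial cells (surgery libraries). Cells with a *Wif1* UMI were removed next, as in the paper. Sex was called in the uninjured libraries by the paper's rule, from *Xist* and 5 Y-linked genes.

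Doublets were not removed in the reported values. Scrublet's threshold has not worked here, as it called between 0 and 2 cells per library. As an alternative, the cells with the highest scores were removed, at 0.8% per 1000 barcodes, which took out between 69 and 566 cells of a library.

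The same number of CFs was drawn at random per group (2060 per ventricle and sex in the uninjured and 2630 per library in the surgery experiment). Clustering used 2000 variable genes, 30 principal components and resolution 0.5 in Seurat 5.3.0 under R 4.3.3, after scaling to 10000 counts per cell. Male and female surgery libraries were integrated as 2 batches by reciprocal PCA. A cluster took the name of the marker list (15 genes each) with the most of the cluster's 10 top genes. At least 3 were needed, and a tie left it unnamed. The lists come from Tables S2 and S3, apart from those of *Wif1* and cycling CFs. These were set for the re-analysis and served both experiments.

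Tests used edgeR 4.0.16 (quasi-likelihood, two-sided), with DESeq2 1.42.0 and limma 3.58.1 as alternatives, on the 8 surgery libraries as samples. The design has a term for sex and the 4 surgery groups; sex by injury and sex by ventricle have designs of their own. Benjamini-Hochberg adjustment ran over the 12 classes or the 15595 genes of a contrast, with a threshold of 0.05. Where a library left out leaves 1 in a group, that library is assumed to vary like the others. The replicate block pairs libraries by replicate number, which is also sex and separate preparation, as the paper states. As a check of the pairing, female over male log2 ratios of 15589 genes (sex genes left out) correlated between conditions at 0.672 for TAC and its sham, 0.573 for PAB and its sham, and 0.279 to 0.551 for the others. Scrublet ran in scanpy 1.11.5 under Python 3.11.15.

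In a self-test with 200 genes changed 1.5-fold, edgeR found 115 of the 199 it tested between LV and RV (57.8%, with 8 false calls among 123) and 42 of 197 between TAC and TAC sham (21.3%, with 5 false among 47), so smaller changes were mostly out of reach for the latter.

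The genes named in the text are those the paper names and, for TAC, for PAB and for LV over RV, the 3 highest and 3 lowest log2 fold changes among called genes that moved the same way in both sexes; for the uninjured libraries, the 3 highest and lowest by the rule of size. This rule, the comparisons and most alternatives were set before the data were examined, while 6 alternatives and some thresholds of labels were set after values were seen, as were the folds of a gene in a class from pooled UMIs. Gaps between libraries were tested for 6 measures in 12 groups of 4, of which 1 exceeded its limit, where chance gives about 1 in 20.

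Lists of 15 markers for other cell types were tested in 4 contrasts, and the T/NK and B cell lists had too few genes. None of the 9 others passed under fry. By camera, between LV and RV the adjusted p lay between 0.075 and 0.99, and between the sexes between 0.44 and 0.96. After TAC the endothelial (median log2 fold change 0.44, adjusted p = 0.0081) and cardiomyocyte lists (0.36, adjusted p = 0.0081) passed. After PAB the pericyte (0.38, adjusted p = 1.6e-08), erythrocyte (1.52, adjusted p = 3.0e-07), endothelial (0.39, adjusted p = 3.4e-05), smooth muscle (0.13, adjusted p = 0.014) and epicardial lists (0.30, adjusted p = 0.035) passed. For the genes of Table S1, the calls by camera held under fry.

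RNA velocity, the bulk RNA-seq reads and the network analysis were not analysed here.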

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

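The tests of cycling CFs, of UMIs per cell and of Sca1-L-like CFs among other classes in this part were chosen only after the result was seen.

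The male TAC sham library held 54794011 UMIs in all, far from the other male libraries: the gap to the nearest, divided by the range, was 0.969, above the limit of 0.829 for 4 libraries. It was 1 of 12 such groups over 6 measures, and chance gives about 1 in 20. Fewer UMIs per cell are argued against, since its median of 18603 per barcode lies within the range of the other male libraries. It held the fewest barcodes, 2939. What lowered their number stays open, and no biological explanation was tested.

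Sca1-L-like CFs fell more after TAC than after PAB. The changes differed by -1.82 on the log2 scale (standard error 0.544, edgeR adjusted p = 0.037). The falls, of -2.28 and -0.46, were seen in both sexes after TAC (2 of 2) and after PAB (2 of 2). Of 16 alternatives, 3 kept the call and 13 lost it, with values from -2.31 to -0.14 and adjusted p from 0.018 to 0.70. Leaving out any of 6 libraries lost the call, with -1.86 (adjusted p = 0.33) without the male TAC sham library. A larger share of *Postn*-like and *Thbs4*-like CFs, which would crowd out the others in a fixed total, may give part of it: among the other classes the difference was -0.87 (adjusted p = 0.35). The fall after TAC still passed there, at -1.19 (adjusted p = 0.014), against -0.32 (adjusted p = 0.50) after PAB. That test cannot be told apart from a true difference of smaller size, since 2 libraries per condition leave it wide. A difference between the ventricles, or between the operations tied to them, stays open as well, untested.

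Cycling CFs, on which the paper's text names no comparison of TAC with sham, were more frequent after TAC than after its sham: 2.02 on the log2 scale (standard error 0.497, edgeR adjusted p = 0.0023), higher in 2 of 2 pairs. Shares were 1.73% ± 1.05 (SD, n = 2) and 0.418% ± 0.215. The adjusted p ran from 4.0e-04 to 0.039 over the alternatives, and without the male TAC sham library the value was 2.19 (adjusted p = 0.056), without the female 1.78 (adjusted p = 0.10). Doublets are argued against as the whole cause, since the value was 2.20 without cells of high doublet score, although these cells had a median of 32021 UMIs against 16874 for all CFs. A response to TAC may remain as a hypothesis.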

How the results depend on the processing

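The settings with integration over all 8 libraries, with marker genes left out and with the *Wif1* cluster removed too were chosen after seeing the data; the tests under the others were set before the data were examined. Values are log2, or counts of genes where named; "passed" means adjusted p under 0.05. The cause of a change was not tested unless given.

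Of 607 alternatives to 26 results on shares after surgery, 513 left direction and call as they were, 53 lost the threshold, 18 gained it and 23 changed sign. The LV over RV results of *Postn*-like, *Igfbp3*-like and *Inmt*-like CFs kept both in every alternative run. For 11 further shares, 209 of 260 did. Of 672 alternatives to 45 values of named genes, 545 did, 96 lost the threshold, 15 gained it and 16 changed sign. Of 103 gene counts 58 stayed within 1.5 times, and of 58 uninjured values 37 stayed within their interval, as did 14 of 30 for uninjured genes.

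Without integration of male and female cells, *Postn*-like PAB over sham 1.25 and *Thbs4*-like TAC over sham 1.2 no longer passed, while *Thbs4*-like female over male sham 1.18, *Thbs4*-like sex by injury -1.72 and Sca1-L-like female over male sham -7.09 now passed, and *Igfbp3*-like female over male LV 0.38 changed sign. With *Wif1* cells kept, *Postn*-like PAB over sham 1.52 and *Inmt*-like PAB over sham 1.58 no longer passed, while *Fmod* mRNA TAC change minus PAB change 0.059 changed sign, and the gene count of TAC over sham 208 and the gene count of pressure overload over sham 180 moved. With the looser quality filter, *Postn*-like PAB over sham 1.46 and *Inmt*-like PAB over sham 1.6 no longer passed, while *Igfbp3*-like female over male LV 0.017 changed sign, and *Postn*-like uninjured LV over RV 1.17 and *Postn*-like uninjured RV female over male 0.44 moved. With cells of high doublet score removed, *Postn*-like PAB over sham 1.04 and *Inmt*-like PAB over sham 1.32 no longer passed, while *Postn*-like uninjured LV over RV 1.05, *Igfbp3*-like uninjured LV over RV -2.23 and *Postn*-like uninjured RV female over male 0.51 moved. With cells thinned to an equal depth, *Postn*-like PAB over sham 1.04 no longer passed, while *Postn*-like uninjured LV over RV 1.03, *Igfbp3*-like uninjured LV over RV -2.17, *Postn*-like uninjured LV female over male 0.75, *Postn*-like uninjured RV female over male 0.49 and ambiguous cells of male libraries 19.9% moved. With marker score classes, *Postn*-like PAB over sham 0.96, *Thbs4*-like pressure overload over sham 1.89, *Thbs4*-like TAC over sham 1.82 and *Inmt*-like PAB over sham 0.88 no longer passed, while *Postn*-like female over male sham 1.21, *Thbs4*-like female over male sham 1.84, *Thbs4*-like female over male after pressure overload -1.06, *Thbs4*-like sex by injury -2.90, *Igfbp3*-like female over male RV 0.84 and Sca1-L-like female over male sham -1.92 now passed, and *Thbs4*-like TAC change minus PAB change -0.16 and *Igfbp3*-like female over male LV 0.57 changed sign, and *Igfbp3*-like uninjured LV over RV -1.40 moved. With a second random draw, *Postn*-like female over male after pressure overload -0.0097, *Thbs4*-like TAC change minus PAB change -0.0069 and *Igfbp3*-like female over male LV 0.24 changed sign, while *Postn*-like uninjured LV over RV 1.09 and *Postn*-like uninjured RV female over male 0.49 moved. With all CFs of every library, *Thbs4*-like PAB over sham 1.32 and *Igfbp3*-like TAC change minus PAB change -1.77 now passed. At resolution 1.0, *Thbs4*-like PAB over sham 1.19 now passed. At resolution 0.3, *Igfbp3*-like female over male LV 0.079 changed sign, while *Postn*-like uninjured LV over RV 0.18 and *Postn*-like uninjured RV female over male 0.43 moved. With no filter beyond 1 count, the gene count of TAC over sham 714, the gene count of pressure overload over sham 719 and the gene count of sex by injury 15 moved. By DESeq2, the gene count of TAC over sham 1177, the gene count of PAB over sham 34, the gene count of TAC change minus PAB change 78, the gene count of LV over RV 1983, the gene count of pressure overload over sham 1195, the gene count of female over male 1859 and the gene count of sex by injury 41 moved. With CFs of ambiguous sex included, *Postn*-like uninjured LV over RV 1.19, *Igfbp3*-like uninjured LV over RV -2.16 and *Postn*-like uninjured RV female over male 0.26 moved. With only the drawn cells, the uninjured gene count 31 moved.

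Sex pairs the libraries. Without the replicate block (no term for sex), *Postn*-like PAB over sham 1.31, *Thbs4*-like TAC over sham 1.28 and *Inmt*-like PAB over sham 1.61 no longer passed, while the gene count of TAC over sham 1, the gene count of LV over RV 164 and the gene count of pressure overload over sham 1 moved. Besides these, it took the call from 2 of the further shares and from 18 of the values of named genes.

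Chosen after seeing the data: With integration over all 8 libraries at resolution 1.0, *Postn*-like PAB over sham 0.42, *Thbs4*-like pressure overload over sham 0.59, *Thbs4*-like TAC over sham 0.67, *Igfbp3*-like TAC over sham -0.50 and *Inmt*-like PAB over sham 1.39 no longer passed, while *Thbs4*-like female over male sham 0.97 and Sca1-L-like female over male sham -0.43 now passed, and *Inmt*-like TAC over sham -0.49 changed sign. With the *Wif1* cluster removed too, *Postn*-like PAB over sham 1.09 no longer passed, while *Postn*-like uninjured LV over RV 1.13 moved. With integration over all 8 libraries, *Thbs4*-like pressure overload over sham 0.63, *Thbs4*-like TAC over sham 0.78, *Igfbp3*-like TAC over sham -0.55 and *Inmt*-like PAB over sham 1.36 no longer passed, while *Igfbp3*-like female over male LV 0.14 and *Inmt*-like TAC over sham -0.53 changed sign. With marker genes left out of clustering, *Igfbp3*-like female over male LV 0.15 changed sign, while *Postn*-like uninjured LV over RV 1.17 and *Postn*-like uninjured RV female over male 0.45 moved.

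Leaving out each library in turn gave these ranges. For shares, they are those of the 26 results whose call or sign changed. For named genes, only changes of sign are listed. Calls also changed, with the sign kept, for other genes and further shares. Among these were *Postn* mRNA LV over RV 1.49 to 2.18, *Thbs4* mRNA LV over RV 2.22 to 3.54 and *Col8a1* mRNA TAC over sham 1.07 to 1.57. So were Sca1-L-like TAC change minus PAB change -2.08 to -1.58 and joint *Postn*-like and *Thbs4*-like PAB over sham 0.89 to 1.71. Shares: *Postn*-like TAC over sham 1.76 to 2.06, *Postn*-like PAB over sham 1.07 to 1.59, *Postn*-like female over male after pressure overload -0.082 to 0.32, *Thbs4*-like pressure overload over sham 0.81 to 1.73, *Thbs4*-like TAC over sham 0.71 to 2.12, *Thbs4*-like PAB over sham 0.20 to 2.03, *Thbs4*-like TAC change minus PAB change -0.61 to 1.23, *Thbs4*-like sex by injury -2.29 to -1.22, *Igfbp3*-like TAC over sham -1.61 to -0.98, *Igfbp3*-like PAB over sham -0.28 to 0.70, *Igfbp3*-like TAC change minus PAB change -2.0 to -1.02, *Igfbp3*-like female over male LV -0.16 to 0.16, *Inmt*-like TAC over sham -1.38 to 1.70, *Inmt*-like PAB over sham 0.94 to 2.33 and *Inmt*-like TAC change minus PAB change -2.96 to 0.12. Counts: the gene count of TAC over sham 0 to 380, the gene count of LV over RV 241 to 1109, the gene count of pressure overload over sham 16 to 401, the gene count of female over male 168 to 827 and the gene count of sex by injury 6 to 27, with the lowest of TAC over sham and of pressure overload over sham without the male TAC sham library. Genes: *Comp* mRNA TAC change minus PAB change -1.29 to 1.83, *Cthrc1* mRNA TAC change minus PAB change -0.80 to 2.66, *Fmod* mRNA TAC change minus PAB change -2.80 to 1.15, *Postn* mRNA TAC change minus PAB change -0.18 to 1.21 and *Thbs4* mRNA TAC change minus PAB change -1.24 to 1.37.

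Depth limits comparisons at one level: surgery CFs with fewer than 9971 UMIs were left out before thinning to that number (2110 of 7613 in the male PAB sham library), and 2488 CFs were drawn per library.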

Differences from the paper's values

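No test in this part was chosen only after the result was seen, apart from the settings named so. The paper tested cells and here libraries are the samples; shares here are of the CFs drawn per library or group, and classes carry rebuilt names, from which differences may come in part (with integration over all 8 libraries the joint TAC share was 26.0%).

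In the uninjured RV, 183 of 4120 drawn CFs were *Postn*-like, against the paper's 280; of the alternatives set before the data were examined, 8 do not differ and resolution 0.3 does. In the uninjured LV, 126 of 4120 were *Igfbp3*-like, against the paper's 234; marker score classes do not differ and 7 do. With 1 per 10000 added to both sides, *Igfbp3* was 5.98-fold as high in *Igfbp3*-like CFs, against the paper's 11.85-fold, for which no alternative was set before the data were examined; over all cells together, with nothing added, it was 27.9-fold.

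*Postn*-like CFs made up 28.2% here against the paper's about 16% (LV libraries) in Fig. 3E, read by eye. For LV libraries, it no longer differed under second random draw and marker score classes and did under the other 8. *Igfbp3*-like CFs made up 2.43% here against the paper's about 4.1% (LV libraries) in Fig. 3E, read by eye. For LV libraries, it no longer differed under resolution 0.3 and did under the other 9. *Inmt*-like CFs made up 0.542% here against the paper's about 2.2% (LV libraries) in Fig. 3E, read by eye. For LV libraries, it no longer differed under marker score classes and did under the other 9. *Thbs4*-like CFs made up 2.33% here against the paper's about 0.79% (RV libraries) and 12.1% here against the paper's about 2% (LV libraries) in Fig. 3E, read by eye. For RV libraries, it differed under all 10 alternatives set before the data were examined. For LV libraries, it differed under all 10 alternatives set before the data were examined.

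*Postn*-like CFs made up 4.85% here against the paper's about 9.5% (PAB sham) and 44.4% here against the paper's about 21% (TAC) in Fig. 4B, read by eye. For PAB sham, it differed under all 10 alternatives set before the data were examined. For TAC, it no longer differed under marker score classes and did under the other 9. Sca1-L-like CFs made up 30.8% here against the paper's about 15% (PAB sham), 28.9% here against the paper's about 15% (TAC sham), 22% here against the paper's about 12% (PAB) and 5.93% here against the paper's about 13% (TAC) in Fig. 4B, read by eye. For PAB sham, it still differed under resolution 0.3, *Wif1* cells kept and looser quality filter and not under the other 7, and under the added RPCA over all 8 libraries and the same at resolution 1.0 (chosen after seeing the values) it did not. For TAC sham, it no longer differed under all CFs, resolution 1.0, no integration and marker score classes and did under the other 6, and under the added RPCA over all 8 libraries and the same at resolution 1.0 (chosen after seeing the values) it did not. For PAB, it still differed under resolution 0.3, *Wif1* cells kept and looser quality filter and not under the other 7, and under the added RPCA over all 8 libraries and the same at resolution 1.0 (chosen after seeing the values) it did not. For TAC, it no longer differed under resolution 0.3, no integration and looser quality filter and did under the other 7, and under the added RPCA over all 8 libraries, the same at resolution 1.0 and *Wif1* cluster removed too (chosen after seeing the values) it did not. *Igfbp3*-like CFs made up 1.41% here against the paper's about 3.7% (TAC) in Fig. 4B, read by eye. For TAC, it differed under all 10 alternatives set before the data were examined. *Mfap4*-like CFs made up 2.47% here against the paper's about 3.9% (TAC) in Fig. 4B, read by eye. For TAC, it no longer differed under all CFs, second random draw, resolution 1.0, looser quality filter and marker score classes and did under the other 5, and under the added RPCA over all 8 libraries, the same at resolution 1.0 and *Wif1* cluster removed too (chosen after seeing the values) it did not. *Inmt*-like CFs made up 0.361% here against the paper's about 2.1% (TAC sham) and 0.722% here against the paper's about 2.2% (TAC) in Fig. 4B, read by eye. For TAC sham, it no longer differed under marker score classes and did under the other 9. For TAC, it no longer differed under second random draw and doublets removed and did under the other 8. *Thbs4*-like CFs made up 1.43% here against the paper's about 0.5% (PAB sham), 7.03% here against the paper's about 0.9% (TAC sham), 3.23% here against the paper's about 1.1% (PAB) and 17.1% here against the paper's about 3% (TAC) in Fig. 4B, read by eye. For PAB sham, it no longer differed under resolution 1.0 and marker score classes and did under the other 8. For TAC sham, it differed under all 10 alternatives set before the data were examined. For PAB, it no longer differed under marker score classes and did under the other 9. For TAC, it differed under all 10 alternatives set before the data were examined. *Ccl2*-like CFs made up 2.19% here against the paper's about 3.3% (TAC) in Fig. 4B, read by eye. For TAC, it no longer differed under all CFs, resolution 1.0, *Wif1* cells kept, looser quality filter and marker score classes and did under the other 5, and under the added RPCA over all 8 libraries, the same at resolution 1.0 and marker genes left out of clustering (chosen after seeing the values) it did not. IEG-like CFs made up 4.3% here against the paper's about 7% (TAC) in Fig. 4B, read by eye. For TAC, it no longer differed under second random draw, resolution 1.0 and marker score classes and did under the other 6, and under the added RPCA over all 8 libraries and the same at resolution 1.0 (chosen after seeing the values) it did not.

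Sca1-L-like CFs made up 33.8% here against the paper's about 18% (male sham) and 25.8% here against the paper's about 12% (female sham) in Fig. 6C, read by eye. For male sham, it still differed under resolution 0.3, no integration, *Wif1* cells kept and looser quality filter and not under the other 6, and under the added RPCA over all 8 libraries and the same at resolution 1.0 (chosen after seeing the values) it did not. For female sham, it no longer differed under all CFs, second random draw, resolution 1.0, doublets removed and thinned cells and did under the other 5, and under the added RPCA over all 8 libraries and the same at resolution 1.0 (chosen after seeing the values) it did not. *Thbs4*-like CFs made up 2.59% here against the paper's about 0.2% (male sham) in Fig. 6C, read by eye. For male sham, it no longer differed under marker score classes and did under the other 9.

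In directions, the paper has more *Postn*+ CFs in males than in females after injury, while here the shares were 25.9% and 30.5%. It has *Igfbp3*+ CFs growing in the injured RV, while here they rose in the male pair and fell in the female pair.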

Other observations

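The tests of the *Thbs4*-like cells in the *Wif1* cluster, of *Postn*-like shares in uninjured female and male cells, of the TAC share under integration over all 8 libraries, and of splits under the design with 4 groups were chosen only after the result was seen.

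More *Postn*-like CFs in LV than in RV libraries are not explained by depth: with CFs thinned to one number of UMIs, and shallower ones left out, the log2 fold change was 1.75. Other splits of the 8 libraries into 4 and 4 gave as many genes as the ventricle split (1233, by a fit with terms for sex and injury, without ventricle by injury) in 1 of 35 cases, the real one, and chance is argued against. With 2 libraries of each sex on both sides there are 18 splits, and the largest of the others gave 0 genes. Under the design with 4 groups and sex, which 16 splits allow, the real one gave 1276 genes and the others 0. A difference of the ventricles, or of the operations tied to them, stays open as the explanation.

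For injury, 4 of 35 splits gave as many genes as the real one, which gave 1 in a fit with terms for sex and ventricle, so chance cannot be excluded there. Among the 18 splits with the sexes balanced, 3 gave as many, and the largest of the others gave 16. The split by sex, which is also preparation batch, gave 439 genes and the split by ventricle 16, each fitted without the term it duplicates. Under the design with 4 groups and sex, the real split gave 374 genes, and 2 of the 16 splits it allows gave as many. The other, with 1181, parts the RV libraries by sex, and so by preparation batch. Among the 8 with the sexes balanced only the real one gave any. With 16 splits a share under 0.05 is out of reach, so chance stays open here too. The split by sex gave the most genes in its own comparison (1199), in 1 of 35 splits.

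Of the genes that differ between female and male libraries off the sex chromosomes, 66.2% went the same way in both uninjured libraries, where the sexes share a preparation; a batch as the whole cause is argued against, and a batch for some of them stays open.

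*Postn*-like CFs were more frequent in the female than in the male sham library of both ventricles. In the uninjured libraries, whose sexes share a preparation, the log2 ratio of female over male cells was 0.48 in the LV (95% interval 0.26 to 0.70) and -0.17 in the RV, where the interval includes 0. The sign in the RV depended on the processing, with 7 of 13 alternatives above 0 and above that interval. Each ratio comes from 1 library with an interval of counting error, so sex and batch cannot be told apart in either ventricle.

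Fewer *Igfbp3*-like CFs after TAC may come from the larger share of *Postn*-like and *Thbs4*-like CFs, since among the other classes the change was -0.23. More Sca1-L-like CFs in male shams cannot be told apart from the same explanation: the value among other classes was -0.27, against -0.38.

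Valve or hinge CFs left after the *Wif1* removal are argued against as the main source of *Thbs4*-like CFs. Of these, 3.10% in the TAC libraries and 5.34% in all 8 lay in the first *Wif1* cluster. By library it was 0% (male PAB sham) to 10.9% (male TAC sham). In the male PAB library it was 9.32%, so a part of the rise in that pair stays open. The *Wif1* list was set for the re-analysis and shares genes with the *Thbs4* list, among them *Comp*, *Fmod*, *Prg4* and *Scx*. It can therefore tell these classes apart only in part. The joint share of *Postn*-like and *Thbs4*-like CFs after TAC was 26.0% with integration over all 8 libraries and 61.6% with male and female batches, so the choice of integration could account for the distance from the figure.

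Applied to the surgery libraries, whose sex is known, the sex rule called 88.8% ± 2.88 (SD, n = 4) of male and 99.0% ± 0.468 of female library CFs as such, and 11 of 19898 cells of male libraries female. It called 0 of 21712 cells of female libraries male (limit 0.0138%). Ambiguous male cells lacked both kinds of UMIs in 97.0% of cases. Their share was 19.0% in the third of cells with the fewest UMIs and 5.46% in the third with the most, so too few UMIs may be the source. Cells with both kinds in the uninjured LV had 1.4 times the UMIs of called cells. This lies between the 1-fold of single cells and the 2-fold of doublets, and these cannot be told apart by it. Cells with both kinds made up 4.26% of the CFs in the uninjured LV and 5.39% in the RV, where the sexes are mixed. In the libraries of 1 sex they made up 0.0311% to 0.570%. Most of them therefore go with the mixing of the sexes, which leaves open whether they are doublets.

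*Inmt* mRNA fell after PAB although *Inmt*-like CFs were more frequent. Outside the class it changed by -0.74 or more in both sexes, and inside by -1.72 and -1.82, so loss of *Inmt* mRNA outside the class may account for it.

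*Myl7* was higher in the RV surgery libraries, while of the uninjured libraries the LV held more (37 UMIs against 6, a log2 ratio of 0.41). For the surgery libraries, RNA from cardiomyocytes could be the source: their list had a median of -0.29, with 3 of 15 genes higher in the LV, but it did not pass by camera (adjusted p = 0.075) or fry (adjusted p = 0.46), and the 2 cannot be told apart.

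No gene passed between PAB and its sham by edgeR (779 at unadjusted p under 0.05; 34 by DESeq2), yet 365 of the 380 genes called after TAC (96.1%) had the same sign after PAB, against 69.9% of all genes tested, and 87.4% went the same way in both PAB pairs. The median change was 0.87 after TAC and 0.28 after PAB, so a smaller response of the same kind may be present. These genes were chosen by their TAC change, and the count rests on the TAC sham libraries (0 without the male one).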
